# Unravelling the transcriptomic dynamics of *Hyphopichia pseudoburtonii* in co-culture with *Botrytis cinerea*

**DOI:** 10.1371/journal.pone.0316713

**Published:** 2025-01-14

**Authors:** Evelyn Maluleke, Neil Paul Jolly, Hugh-George Patterton, Mathabatha Evodia Setati

## Abstract

*Hyphopichia pseudoburtonii*, is emerging as a potential biocontrol agent against various phytopathogens. These traits have been attributed to the production of various antifungal compounds in the presence of target pathogens. However, the broad molecular mechanisms involved in the antifungal activity are not yet understood. This study employed RNA sequencing to assess the temporal changes in *H*. *pseudoburtonii* Y963 gene expression patterns when co-cultivated with *Botrytis cinerea*. Genes differentially expressed in *H*. *pseudoburtonii* in co-culture with *B*. *cinerea*, compared to the monoculture were evaluated after 24, 48, and 120 h of growth. Up-regulation of genes encoding major core histones (H2A, H3, H4) and ribosomes in the first 24 h suggested an abundance of cells in the S phase of the cell cycle. At 48 h, the genes up-regulated highlight mitotic cell cycle activity and induction of filamentous growth, while in later stages, up-regulation of genes encoding high affinity transporters of sugars, copper and iron, as well as those involved in the retention and utilization of siderophore-iron was evident. Altogether, the data allude to competition for space and nutrients as key mechanisms activated in *H*. *pseudoburtonii* in the presence of *B*. *cinerea*. This research offers new insights into *H*. *pseudoburtonii* transcriptomic response to *B*. *cinerea* and illuminates the adaptive strategies and molecular mechanisms behind its antifungal activity.

## Introduction

*Hyphopichia pseudoburtonii* is a non-conventional mycelial yeast that forms pseudo-hyphae and septate hyphae in response to varying growth conditions [1, 2]. This yeast is widely distributed in nature and has been found in different environments, including rumen contents [3], bread [4], sourdough [5], grapes and grape must [6–9], Nuruk [2, 10, 11], mites [12], fish intestinal tract [13], bird feathers [14], and potato peel waste [15].

Some strains of *H*. *pseudoburtonii* can metabolize different types of sugars including sucrose, d-glucose, d-galactose, maltose and trehalose [1]. However, the fermentative capacity of this species for d-glucose has been reported to be lower compared to *Saccharomyces cerevisiae* strains [16], and it can tolerate up to 7% ethanol [15, 16]. *H*. *pseudoburtonii* has been found to possess antifungal properties and display broad-spectrum inhibition against *B*. *cinerea* [17, 18], as well as other pathogens such as *Penicillium expansum* [16], *Alternaria alternata* and *Aspergillus niger* [18]. Certain strains of *H*. *pseudoburtonii* have the ability to release cell wall lytic enzymes when exposed to *Botrytis cinerea* [18] and β-1,4-cellulases when cultivated on cellulose [6], while others form biofilm on fruit wound sites [17]. Previous research demonstrated that these characteristics are important in yeasts for biocontrol activity against plant pathogens [19, 20]. Recent studies also suggest that certain strains of *H*. *pseudoburtonii* may have the ability to promote plant growth [8]. For instance, a strain isolated from *Vitis vinifera* grapes was found to significantly enhance the development of *Nicotiana benthamiana* seedlings, both above and below ground, resulting in an overall increase in dry weight [8].

The biocontrol potential of *H*. *pseudoburtonii* has mainly been investigated using phenotypic traits, while the molecular mechanisms underpinning its antifungal activity and interactions with target phytopathogens have not been investigated. Various experimental approaches have been employed to investigate the molecular mechanisms involved in both two-way (pathogen/antagonist) interactions [21, 22] or three-way (pathogen/antagonist/host) interactions [23–25]. Omics techniques, such as proteome and transcriptome analyses, have provided insights into the complex dynamics of biological control systems [21, 26–28]. These studies have expanded our knowledge of biocontrol mechanisms involving yeast and pathogens by revealing genes and pathways associated with biocontrol mechanisms such as genes involved in hydrolases, cell wall structure and integrity, competition for trace elements (zinc and copper) and carbohydrates (glucose). Instead of solely identifying specific molecules or interactions, these investigations have also explored the complex molecular dynamics and broader cellular responses involved in yeast-pathogen interactions. Obtaining a thorough understanding of how biological control agents work is crucial for maximizing their potential, ensuring safety, and promoting successful commercialization [29–31]. In our previous work, we highlighted the antifungal activity of a grape must derived *H*. *pseudoburtonii* Y963 strain against various phytopathogens including different strains of *B*. *cinerea* [18]. Our findings, revealed reduction on glucan and chitin levels in the cell wall of *B*. *cinerea* hyphae when challenged with *H*. *pseudoburtonii*, seemingly associated with the production of cell wall degrading enzymes, cyclic peptides damage cell wall constituents as well as volatile organic compounds that inhibit spore germination. Here we used transcriptomic and proteomic analyses to profile the genetic mechanisms underlying the interactions between *H*. *pseudoburtonii* and *B*. *cinerea* in liquid co-cultures. The aim was to identify potential dominant molecular signatures that could explain the antagonistic activity of *H*. *pseudoburtonii* against *B*. *cinerea*. We hypothesized based on our previous findings [18] that genes and proteins related to antifungal compounds production, inhibition of cell wall biogenesis and integrity, or inhibition of spore germination would be up-regulated in *H*. *pseudoburtonii* in the presence of *B*. *cinerea*.

## Materials and methods

### Microbial strains and culture media

*H*. *pseudoburtonii* Y963 and *B*. *cinerea* FF1, were obtained from the culture collection of the South African Grape and Wine Research Institute (SAGWRI) at Stellenbosch University. *H*. *pseudoburtonii* Y963 was regularly cultivated and maintained on Wallerstein Nutrient (WLN) agar (Merck Millipore, South Africa). For extended storage periods, the strains were preserved at -80°C in cryogenic tubes containing a 25% (v/v) glycerol solution. *B*. *cinerea* FF1 was revived and grown on Malt Extract agar (MEA; Merck Millipore, South Africa) containing 2% (w/v) bacteriological agar.

### Co-culture preparation

*B*. *cinerea* FF1 was inoculated on a Malt extract agar (MEA; Merck Millipore, South Africa) containing 20 g/L bacteriological agar, 30 g/L malt extract and 5 g/L mycological peptone and incubated for 7 days in the dark at 25°C, followed by 3 days under continuous light to enhance sporulation. A sterile bent glass Pasteur pipette and sterile distilled water containing 0.001% Tween-80 (Merck Millipore, South Africa) were used to harvest the mycelium-conidia from the agar into microcentrifuge tubes. The suspensions were homogenized by vortexing to release conidia from the mycelia and filtered through sterile glass-wool filter tips. Spore suspensions (∼10^6^ spores/mL) were prepared following spore counting on a Haemocytometer (Hausser Scientific, England). The inoculum from *H*. *pseudoburtonii* was prepared from an overnight culture grown in 5 mL YPD (Merck Millipore, South Africa) broth (10 g/L yeast extract, 20 g/L peptone and 20 g/L glucose). Fresh yeast culture was collected by centrifugation at 10,625 x *g* for 5 min and washed twice with sterile 0.9% (w/v) NaCl solution. The cell concentrations were adjusted to OD_600_ 0.1 (≈ 10^6^ CFU/mL) using 0.9% (w/v) NaCl.

*H*. *pseudoburtonii* Y963 was co-inoculated at a ratio of 1:1 with *B*. *cinerea* FF1 in 2 mL malt extract broth in 24-well plates at a starting concentration of 5 x 10^3^ cells/mL. Monocultures of *H*. *pseudoburtonii* and *B*. *cinerea* served as controls. The cultures incubated at 25°C, and samples (the full 2 mL) were withdrawn at 0, 24, 48 and 120 h. In the co-culture samples (*H*. *pseudoburtonii + B*. *cinerea*), no attempt was made to filter out *B*. *cinerea* since *H*. *pseudoburtonii* has a tendency to form pseudohyphae and true hyphae, thus making it difficult to separate the two organisms. Samples were subsequently centrifuged for 10 min at 15000 x *g* and the cells were used for RNA extraction. To compare the yeast biomass in the mono- and co-culture, samples taken at 0, 24, 48, and 120 h were plated on Wallerstein Nutrient Agar (WLN; Merck Millipore, South Africa) supplemented with 300 mg/L biphenyl and incubated at 25°C. The amount of viable culturable yeast cell were represented as colony forming units (CFU/mL).

### Total RNA extraction, cDNA synthesis and sequencing

#### RNA-extraction

Three biological replicates (Fig 1) were used for the extraction of high-quality total RNA using a modified version of the hot acidic phenol method originally described by Collart and Oliviero [32]. A modification was made for *H*. *pseudoburtonii* monoculture (control sample) and co-culture cells, in that 100 μL of acid-washed beads were added and the cells were vortexed for 45 s. Additionally, for all the samples, RNA was precipitated overnight at -20°C. The RNA was collected by centrifugation at 15000 x *g* for 10 min at 4°C and washed with 1 mL 75% (v/v) ethanol (Merck Millipore, South Africa). The RNA was air-dried in a laminar flow cabinet and then resuspended in 50 μL diethyl pyrocarbonate (Merck Millipore, South Africa)-treated dH_2_O.

**Fig 1:**
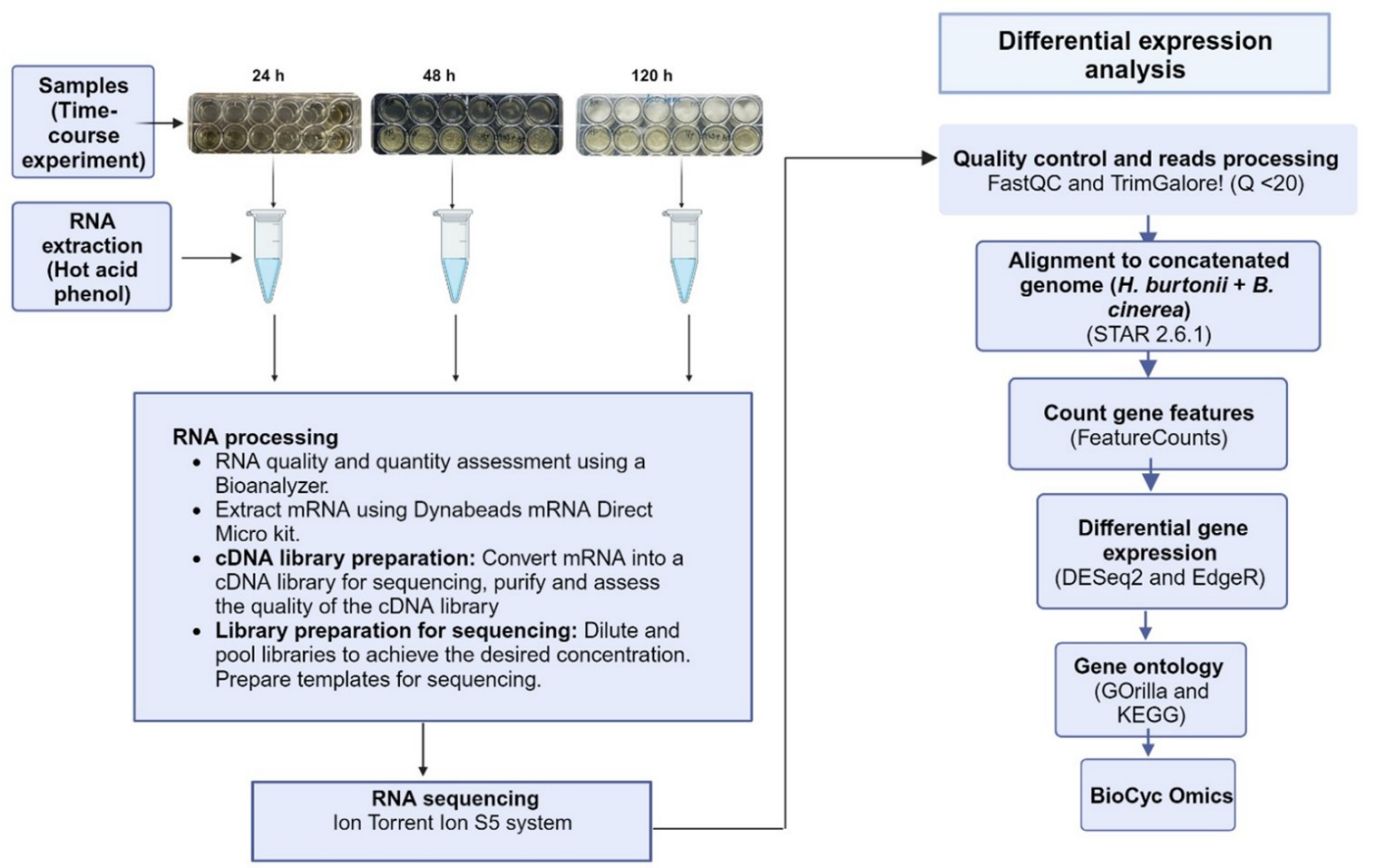
The experimental workflow for RNA-seq analysis of *H*. *pseudoburtonii* co-cultured with *B*. *cinerea* showing the sampling plan, RNA extraction and processing, as well as the data analysis steps.

#### RNA-sequencing

Total RNA from three biological replicates for each treatment (*H*. *pseudoburtonii* monoculture and *H*. *pseudoburtonii* + *B*. *cinerea*) were evaluated for integrity and quantity on the Bioanalyzer 2100 (Agilent Technologies, Waldbronn, Germany) utilizing the RNA 6000 Nano Chip and corresponding reagents. Subsequently, mRNA was isolated from 800 ng total RNA using the Dynabeads^™^ mRNA DIRECT^™^ Micro Purification Kit (Thermo Fisher Scientific, South Africa). Following this, the captured mRNA was attached to Dynabeads oligo (dT) 25, subjected to washing, and eventually eluted in 15 mL of nuclease-free water. The Ion Total Transcriptome Sequencing Kit v2 (Thermo Fisher Scientific, South Africa) was then used to synthesize cDNA for sequencing on the Ion Torrent Ion S5 system. The cDNA library was purified and assessed on the Agilent Bioanalyzer 2100 for yield and fragment size distribution using a high-sensitivity DNA chip and kit (Agilent Technologies, California, United States). The libraries were then diluted to achieve a target concentration of 80 pM and combined in equimolar quantities for template preparation using the Ion 540 Chef kit (Thermo Fisher Scientific, South Africa). Subsequently, enriched ion sphere particles were loaded onto an Ion 540 chip (Thermo Fisher Scientific, South Africa) and subjected to massively parallel sequencing on the Ion Torrent GeneStudio S5 Prime system, employing sequencing solution reagents as outlined in the manufacturer’s protocol. Standard analysis parameters in Torrent Suite version 5.12.2 software were applied for flow space calibration and basecaller analysis.

#### RNA-seq processing

Fig 1 depicts the pipeline followed from sample preparation to RNA-seq data analysis. Sequencing reads were checked for quality and adaptor contamination before and after trimming with FastQC 0.11.9 [33]. Low quality reads (Q <20) polyA reads, and ambiguous reads (containing N) were trimmed from the raw sequencing reads with Trim Galore 0.6.5 [33]. Additionally, reads shorter than 20 nt were removed with FastQC, and adapters on the remaining reads were trimmed with Cutadapt 1.7.1 [34].

#### RNA-seq analysis

The processed and trimmed reads were mapped against a concatenated genome representing two species: *Hyphopichia burtonii* (GCA_001661395.1) and *B*. *cinerea* (GCF_000143535.2). The genome assembly for *H*. *pseudoburtonii* is available on GenBank, however no reference annotation is available. The genomes of *H*. *burtonii* and *H*. *pseudoburtonii* have 85.17% nucleotide identity and significant divergence in synteny. In terms of functional comparison, both *Hyphopichia* genomes possess extended gene families of amino acid permeases and ATP-binding cassette (ABC) transporters, which are involved in nutrient uptake and transport. The individual reference genomes were obtained from NCBI (https://www.ncbi.nlm.nih.gov/) and concatenated using the cat command in STAR 2.6.1 [35]. Trimmed reads were mapped to the concatenated genome using STAR 2.6.1 [35]. During the alignment process, the default parameters of STAR were utilized, allowing for a maximum of 10 mismatches (—outFilterMismatchNmax 10) [35]. Subsequently, low-quality reads (≤ 20), as well as non-uniquely mapped reads were filtered using samtools 1.5 [36]. The resulting bam files were accompanied by a feature file, consisting of *H*. *burtonii* and *B*. *cinerea* reference genomes in gff format, and used to determine the number of reads mapping to a specific gene, based on the reference genome and gff annotation. The RNA-Seq data is available at NCBI under the GEO accession GSE267877 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE267877). The percentage reads mapped to both sides of the concatenated genome increased over time: 64.89% at 24 h, 87.83% at 48 h, and 88.48% at 120 h. The GeneCounts function from STAR was used to obtain read counts. Unknown genes in *H*. *pseudoburtonii* were identified through homology comparison with the *S*. *cerevisiae* S288C genome using Geneious Prime 2023.1 (https://www.geneious.com). Most genes associated with the translation of leader peptide codons in *H*. *pseudoburtonii* did not match any homologs identified in *S*. *cerevisiae* S288C.

#### Differential gene expression and functional analysis

To quantify the transcription levels and identify differentially expressed genes between the monoculture and co-cultures, a web server tool called Integrative Differential Expression Analysis for Multiple Experiments (IDEAMEX) [37] was used. The RNA-Seq raw count table in text format, generated using Subread-featureCounts, was uploaded onto the server. Differentially expressed genes were generated using the Bioconductor packages DESeq2 [38] and edgeR [39]. Genes were filtered by CPM expression using edgeR default settings and DESeq2 [38, 39]. Principal component analysis (PCA) was performed on the log-transformed count table. Pairwise comparisons were performed for monocultures and co-cultures. Fold changes (FC) were calculated, and *p*-values were adjusted for multiple comparisons (method “Benjamini-Hochberg”). Genes with an adjusted p-value < 0.05 and a log2FoldChange ratio ≥ 1 were defined as differentially expressed genes (DEGs). Gene expression patterns associated with each time point were analyzed on the BioCyc Omics Dashboard (https://biocyc.org/web-services.shtml) using *S*. *cerevisiae* S288C database. Through a systematic comparison of expression patterns across different subsystems and enzymes, meaningful trends were discerned, contributing to a comprehensive understanding of the biological dynamics under investigation. Gene Ontology (GO) analysis was performed on the differentially expressed genes using the Gene Ontology enrichment analysis and visualization (GOrilla) tool [40]. Enrichment analysis was based on the identified orthologs from *S*. *cerevisiae* S288C. As a result, genes unique to *H*. *pseudoburtonii*, including 133 genes, 15 genes, and 74 genes from the 24 h, 48 h, and 120 h DEGs categorized as hypothetical proteins and were excluded from this analysis. This exclusion may overlook species-specific biological processes and pathways. The GO terms obtained through GOrilla were summarised and visualized using REVIGO [41] to reduce redundancy and aid in interpretation. Visualization of the obtained DEGs was done using VENN diagrams generated on https://bioinformatics.psb.ugent.be/webtools/Venn platform.

### Proteomic analysis of *H*. *pseudoburtonii* co-cultured with *B*. *cinerea*

#### Protein extraction

To complement the RNAseq data, culture supernatants were collected from the 48-hour *H*. *pseudoburtonii* monocultures as well as the co-culture with *B*. *cinerea* to study the proteins accumulated in the extracellular environment. The 48 h cultures were centrifuged at 10,625 g for 10 minutes. The resulting supernatants were then filtered through a 0.22 μm syringe filter (Axiofilter, Axiology labs, Three Rivers, Vereeniging) and stored at -20°C for subsequent protein analysis.

#### In-solution digest

All reagents utilized were of analytical grade or of an equivalent quality. The filtered supernatants from *H*. *pseudoburtonii* Y963 as well as the co-cultures with *B*. *cinerea* IWBT FF1, underwent in-solution tryptic digestion by adding 1 μL of 50 mM triscarboxyethyl phosphine (TCEP; Fluka) prepared in 50 mM triethylammonium bicarbonate (TEAB). The samples were incubated for 1 h at 60°C and followed by cooling to room temperature. Subsequently, for alkylation, 1 μL of 100 mM S-Methyl methanethiosulphonate (MMTS) prepared in 2-propanol was added and incubated for 15 min at room temperature. The final volume was adjusted to 95 μL using 50 mM TEAB. For trypsination, trypsin (Promega, Madison, WI) was added to the sample at a 1:20 ratio (i.e., 5 μg/100 μg). The tubes were vortexed while securely sealed with parafilm to prevent evaporation and then incubated at 37°C for 18 h. For final extraction, samples were dried under vacuum in a SpeedVac and then resuspended in 30 μL of 2% acetonitrile/water; 0.1% formic acid. Residual digest reagents were eliminated using an in-house manufactured C18 stage tip (Empore Octadecyl C18 extraction discs; Supelco). The samples were loaded onto the stage tip after activation and equilibration of the C18 membrane with 3 μL methanol (Sigma) and 30 μL 2% acetonitrile:water; 0.05% trifluoroacetic acid (TFA), respectively. The bound samples were washed with 30 μL 2% acetonitrile:water; 0.1% TFA before elution with 30 μL 50% acetonitrile:water 0.05% TFA. The eluate was air-dried and subsequently dissolved into 2% acetonitrile:water; 0.1% formic acid for LC-MS/MS analysis.

#### Liquid chromatography

Samples were analysed using a Dionex Ultimate 3000 RSLC nano LC (Thermo Scientific; Massachusetts, USA) system coupled to a Thermo Scientific Fusion Orbitrap Mass Spectrometer equipped with a Nanospray Flex ionization source. Samples were loaded (mobile phase A: 2% acetonitrile with 0.1% formic acid) onto a C18 trapping column (Thermo Scientific; 5 mm × 300 μm, 5 μm; pore size 100 Å) and a Luna C18 analytical column (Phenomenex; 350 mm × 75 μm, 3.6 μm). Samples were loaded onto the trap column at a loading-pump flow rate of 15 μL/min from a temperature controlled autosampler set at 7°C for 5 min before eluting onto the analytical column. Peptide separation was performed at 40°C, at a flowrate of 250 nL/min and the gradient generated as follows: 5.0%-35%B over 60 min and 35%-50%B from 60–75 min and the outflow delivered to the mass spectrometer electro-spray interface (ESI).

#### Mass spectrometry

Mass spectrometry was performed using a Thermo Scientific Fusion mass spectrometer equipped with a Nanospray Flex ESI ionization source. The samples were introduced through a stainless-steel emitter. Data were collected in positive mode with spray voltage set to 1.8 kV and ion transfer capillary set to 280°C. Spectra were internally calibrated using polysiloxane ions at m/z = 445.12003 and 371.10024. MS1 scans were performed using the orbitrap detector set at 120 000 resolution over the scan range 375–1500 with automatic gain control (AGC) target at 5.0e4. Data was acquired in profile mode. MS2 acquisitions were performed using monoisotopic precursor selection for ion with charges state between states between 2+ and 7+. Undetermined charge states and charge states > 24 were excluded. Dynamic exclusion was conducted with mass error tolerance of ± 10 ppm with isotopes excluded after 1 time. Precursor ions were excluded from fragmentation once detected for a period of 60 s. Precursor ions were selected for fragmentation in HCD mode using the quadrupole mass analyser with HCD energy set to 30%. Fragment ions (MS2) were detected in the orbitrap mass analyser set to 30 000 resolution. The AGC target was set to 5.0e4 and the maximum injection time to 80 milliseconds, whereby ions were allowed to accumulate for a maximum of 80 milliseconds before being transferred to the mass analyser for measurements. The data was acquired in centroid mode, whereby the instrument recorded the mass and intensity of individual ions as distinct data points. Centroid mode captured the precise location of each ion peak in the acquired spectra, allowing for accurate quantification and subsequent analysis.

#### Data processing and analysis

The raw spectrum files generated were imported into proteome discoverer version 1.4.1.14 (Thermo Scientific, USA) and spectra were filtered using a minimum and maximum precursor mass of 350 and 5000 Da respectively with a threshold peak count of 15. Precursor and fragment masses were set to 20 ppm and 0.02 Da, respectively, with a maximum of 2 missed tryptic cleavages allowed. Peak lists were searched against a UniProtKB 2023_02 (https://www.uniprot.org/) database concatenated with the common repository of adventitious proteins (cRAP) using a sequential alternating SequestHT/MSAmanda [42, 43] search engine schema that included added amino acid modifications for each new cycle. Files from Proteome Discoverer software (.msf) were imported into Scaffold 5.2.0 Proteome Software (https://www.proteomesoftware.com/products/scaffold- 5) for data validation using X!Tandem. Final spectrum and peptide matching validation was conducted using Peptide Prophet and Protein Prophet Algorithms with the false discovery rate (FDR) for protein and peptides set to 1% and 0.1%, respectively. Proteins were identified with a minimum of 95% probability and ≥ 3 peptides. Relative quantitation was performed using the reporter ions quantifier built into Scaffold with yeast monoculture (controls) replicate samples set as the reference group. Proteins with a global false discovery rate (FDR) based on the Scaffold Local FDR algorithm, below 1.0% were considered as trusted proteins. The fold change (FC) of the trusted proteins and the significant difference p-value of the comparison group were calculated using the two-tailed t-test. Unique proteins detected only in the co-culture and those with a fold change ≥ 1.2 and p < 0.05 in the co-culture compared to the monoculture were considered to be differentially abundant proteins (DAPs).

#### Bioinformatic analysis of proteins

Differentially abundant and unique proteins were selected from the original dataset of the protein search results, and further analysed. STRING Version 11.5: functional protein association networks (https://string-db.org/) was used for functional annotation of the proteins and to identify potential interactions [44]. The main metabolic pathways associated with the identified proteins were identified using string-db.org which utilizes the information present in the KEGG database (http://www.genome.jp/kegg/) and integrates it with protein-protein interactions to identify proteins associated with specific pathways. This integration of data sources and computational methods enhances the accuracy and coverage of the generated pathways.

### Effect of iron on antifungal activity

Transcriptomic data revealed an up-regulation of several genes encoding proteins involved in iron sequestration. In order to investigate if *H*. *pseudoburtonii* indeed sequestered iron we screened for the influence of iron on the antagonistic activity. Firstly, potato dextrose agar (pH 4.5 and 5.5) plates supplemented with 5 and 20 μg/mL of FeCl_3_ were prepared and inoculated with *B*. *cinerea* spore suspension at 10^5^ spores/mL and 10 μL of yeast cell suspension at 10^6^ CFU/mL [7, 45]. Secondly, *H*. *pseudoburtonii* and *B*. *cinerea* were cultured in 24-well plates in malt extract broth in mono- and mixed-cultures as conducted for the transcriptomic analysis. Cultures were incubated at 25°C and samples were withdrawn at 0, 24, 48 and 120 h. The supernatants were analysed for the production of hydroxamate-type siderophores as described by Calvente et al. [46]. Briefly, 0.25 μL of the supernatants was mixed with 1.25 mL of FeCl_3_-0.1 M HClO_4_ (pH 2) in a cuvette followed by absorbance measurement at 480 nm.

## Results

### Growth dynamics

In the current study, an RNA sequencing approach was used to investigate the transcriptomic response of *H*. *pseudoburtonii* to the presence and possible growth of *B*. *cinerea* in liquid co-culture conditions. Monocultures were used as controls. Microscopic evaluation of the co-cultures compared to the monocultures of *H*. *pseudoburtonii* and *B*. *cinerea* revealed formation of yeast cells and hyphae in the co-culture (S1A Fig). Throughout the incubation period, substantial mycelium growth was consistently observed in the *B*. *cinerea* monoculture, while *H*. *pseudoburtonii* displayed budding cells at 24 h, and transitioning to pseudohyphae at 48 h. In contrast, when co-cultured together, *H*. *pseudoburtonii* cells were more abundant with budding cells at 24 h and a pronounced hyphal presence by 48 and 120 h. *H*. *pseudoburtonii* displayed similar growth dynamics and generated the same amount of biomass in both mono- and co-cultures (S1B Fig).

### Global analysis of the transcriptome

The expression levels of genes were determined by mapping sequence reads to the reference genome (genome and concatenated genome) of *H*. *burtonii* obtained from NCBI (GCF_001661395.1 and GCF_001661255.1). 

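The yeast *H. pseudoburtonii* was grown alone (monoculture) or together with the grey mould fungus *B. cinerea* (co-culture), and its RNA was sequenced at 24, 48 and 120 h. There were 3 libraries per culture and time point, 18 in all, which the paper calls biological replicates. The authors trimmed the reads, mapped them to the joined genomes of *H. burtonii* and *B. cinerea* with STAR 2.6.1, kept uniquely mapped reads and counted them per gene. The deposited values are these whole-number counts for 6166 *Hyphopichia* and 11698 *B. cinerea* genes, in 1 table per time point. The tables name genes by ID only and do not pair the IDs with gene names. Their columns name the culture and a replicate number, the time point comes from the table, and the numbers are not tied to the replicate letters of the sample labels. Total counts per library in the monocultures were 22632565 to 27365482 (median 24857715) at 24 h, 11739932 to 28014094 (median 19255667) at 48 h and 20403435 to 22275706 (median 21950707) at 120 h. In the co-cultures they were 17200346 to 27743509 (median 21647073), 20768400 to 31543368 (median 27949396) and 19546992 to 23010183 (median 22161589) at the same time points. The paper's S1 Table gives paired raw reads instead, and the values reported beside the conclusions use the deposited counts. Co-culture was compared with monoculture within each time point by edgeR's quasi-likelihood test on the *Hyphopichia* genes, with TMM normalization over these genes and edgeR's default low-count filter. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, the paper's thresholds. The rows included in the scaling matter here, because *B. cinerea* transcripts are present almost solely in the co-cultures.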

After trimming and filtering, more than 97% of high-quality reads (reads without adapters and low-quality bases, as well as artifacts or errors) per sample remained (S1 Table), which were used for subsequent analyses. 

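In the co-cultures, *B. cinerea* genes held 1.88% ± 0.124 (SD, n = 3) of all gene counts at 24 h, 0.529% ± 0.173 (SD, n = 3) at 48 h and 4.83% ± 1.21 (SD, n = 3) at 120 h. In the monocultures, which hold no fungus, the same genes held 0.0387% ± 0.00429, 0.0427% ± 0.00164 and 0.0551% ± 0.00731 (SD, n = 3 each), which is the background of the measurement. The co-culture mean was 48.5 times this background at 24 h, 12.4 times at 48 h and 87.7 times at 120 h. All 48 h co-cultures (0.408 to 0.727%) lay below all 24 h co-cultures (1.78 to 2.01%), and all 120 h co-cultures (3.45 to 5.70%) lay above both. None of these 6 pairs of groups overlapped, and each gave p = 0.1 in a two-sided exact permutation test (0.1 also after Benjamini-Hochberg adjustment), the smallest p that 3 libraries against 3 allow. Counting error was small beside the spread between replicates: the 95% Wilson interval of the 48 h co-culture with the highest share was 0.723 to 0.730%.

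**Figure D1:**
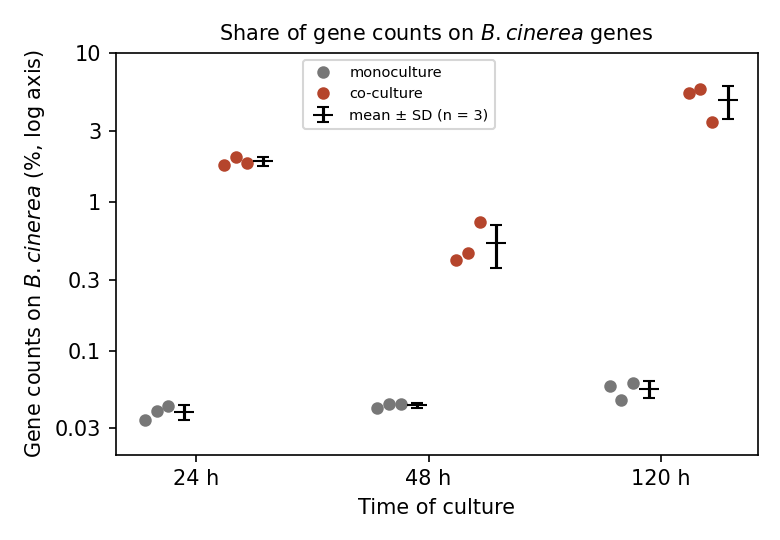
Percent of gene counts on *B. cinerea* genes in each library (log axis) by time of culture. Grey points are monocultures, red points are co-cultures, and the black marks are the mean ± SD of 3 libraries; the co-cultures average 1.88, 0.529 and 4.83% at 24, 48 and 120 h.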

In the co-culture of *H*. *pseudoburtonii* and *B*. *cinerea* after 24 and 48 h, less than 2% of the reads mapped to the *B*. *cinerea* genome, while after 120 h, just of over 5% of the reads mapped to the *B*. *cinerea* genome. These data suggest an overall suppression and growth retardation of *B*. *cinerea* in co-culture with *H*. *pseudoburtonii*. 

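The number of *B. cinerea* genes with at least 10 counts followed the share of counts. Of the 11698 fungal genes, 4499 to 5258 reached this level in the 24 h co-cultures, 2240 to 2683 in the 48 h co-cultures and 6720 to 7421 in the 120 h co-cultures, against 17 to 56 in the monocultures. The fungal counts were spread over many genes, since the 10 genes with the most counts held 11.0% of them at 24 h, 13.8% at 48 h and 7.75% at 120 h of co-culture. The mean share at 48 h was 0.282 times that at 24 h, and the mean share at 120 h was 2.58 times that at 24 h. Each share is a part of the counts of both species together, and no library of *B. cinerea* grown alone was used here. From the small part of the reads that mapped to the *B. cinerea* genome, the paper proposes that growth of the fungus was suppressed and delayed in co-culture.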

Principal Component Analysis (PCA) conducted on normalized data, showed that the biological replicates clustered together, indicating high reproducibility among samples. 

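Over the *Hyphopichia* genes, pairs of libraries of the same culture and time point correlated with Pearson's r of 0.950 to 0.992 (log2 CPM, across genes, which are not independent replicates). Their differences exceeded sampling noise in each pair (chi-square per gene 31.9 to 526), so no library appeared to be deposited more than once within its culture and time point. Pairs across these groups were not compared in this way. For 15 of the 18 libraries, the nearest library was of the same culture and time point. The other 3 were 1 monoculture and 2 co-cultures of 48 h, whose nearest library was of the other culture at 48 h. The median coefficient of variation of a gene between replicates was 22.6% in the monocultures and 15.0% in the co-cultures at 24 h. It was 12.0% and 18.1% at 48 h, and 11.9% and 10.4% at 120 h.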

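Principal components were computed on log2(CPM + 1) of all genes of both species. PC1 held 69.6% of the variance and PC2 13.9%. Culture accounted for 62.7% and time for 21.5% of the variance of PC1, while time accounted for 86.2% and culture for 11.4% of that of PC2. The mean PC1 scores (± SD, n = 3) of the co-cultures were 54.0 ± 5.71 at 24 h, -14.4 ± 11.8 at 48 h and 144 ± 23.8 at 120 h. Those of the monocultures were -70.0 ± 0.439, -64.4 ± 0.521 and -49.6 ± 1.27, below all co-cultures. *B. cinerea* genes carried 93.6% of the squared loadings of PC1. With the *Hyphopichia* genes alone, PC1 held 56.8% and PC2 19.0% of the variance, and culture then accounted for 1.77% and time for 95.7% of PC1.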

The first two principal components explained most of the variance: PC1 explained 80% of the variance and allowed for clear separation between monocultures and co-cultures, while PC2 which separated the three time points, explained 7% of the variance (Fig 2).

**Fig 2:**
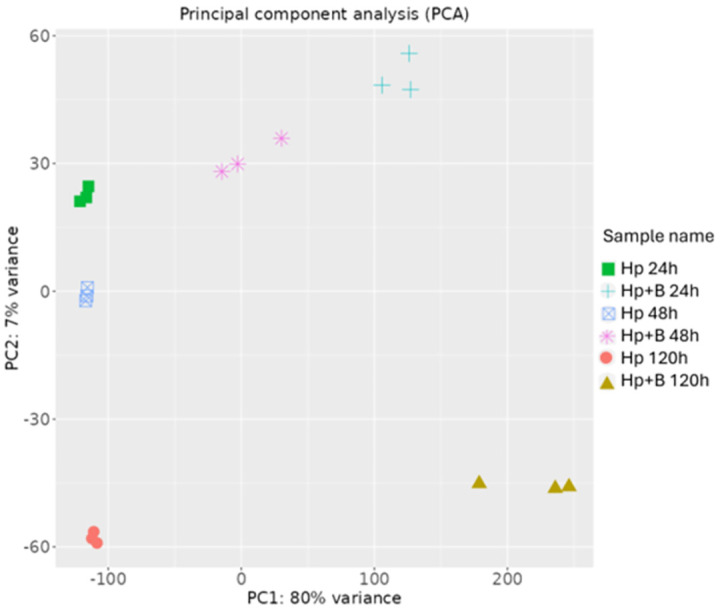
Principal Component Analysis (PCA) plot of the biological replicates of transcripts from *H*. *pseudoburtonii* (Hp) monocultures and *H*. *pseudoburtonii* and *B*. *cinerea* mixed cultures (Hp+B).

### Differential expression analysis

Differentially Expressed Genes (DEGs) were calculated with co-culture considered as the treatment group and monoculture serving as the reference baseline. 

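After the low-count filter, 5867 *Hyphopichia* genes were tested at 24 h, 5868 at 48 h and 5891 at 120 h. In all, 750 distinct genes were called at one or more time points. Simulated counts with these libraries' means and spreads, in which 100 genes were changed by a log2 fold change of 1.5, gave back 86% of the changed genes at 24 h, 99% at 48 h and 97% at 120 h. They were drawn independently for each gene, without variation that replicates share across genes, so these percentages need not hold for the real libraries.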

A total of 919 differentially expressed genes (log2FC ≥ 1) were detected at the three time points. 

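At 24 h of co-culture with *B. cinerea*, 501 *Hyphopichia* genes were higher and 147 were lower than in monoculture (edgeR's quasi-likelihood test, 3 libraries against 3, unpaired). The fit with a replicate block, which pairs libraries by column number, gave 532 higher and 144 lower. The called genes that were higher had a median log2 fold change of 1.29, and those that were lower a median of -1.17. Changes over 4-fold were rare, with 11 genes higher and 2 lower. Of all genes tested, 21.7% had all co-culture libraries above all monoculture libraries and 20.8% had all of them below, where chance gives 10% for both directions together. When all rows of both species entered the whole fit, the split was 225 higher and 700 lower. It was 215 and 675 when they entered the library sizes and TMM factors alone, a setting chosen after the data had been seen. The median log2 fold change of all *Hyphopichia* genes was -0.39 in both, against -0.06. *B. cinerea* genes held 1.88% of gene counts in the 24 h co-cultures, too few to lower the shares of the yeast genes that far. The shift thus came through the TMM factors. Without co-culture replicate 1 the counts were 248 and 47, and without co-culture replicate 2 the lower genes numbered 58.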

The highest number of DEGs was observed at 24 h, with 350 up-regulated and 354 down-regulated genes. At 48 and 120 h, there were a total of 54 DEGs (44 up-regulated and 10 downregulated) and 224 DEGs (211 up-regulated and13 downregulated), respectively (Fig 3A). 

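At 48 h, edgeR's quasi-likelihood test called 0 *Hyphopichia* genes, with a smallest adjusted p of 0.0955. At an unadjusted p under 0.05 and the same fold threshold, 23 genes were higher and 24 lower. DESeq2 called 4 higher and 7 lower, the exact test of edgeR 3 and 3, and the fit with all rows of both species 8 and 18 (0 and 0 when these rows entered the scaling alone). Without co-culture replicate 1 of 48 h, 37 genes were higher and 140 lower. At 120 h, 3 genes were higher and 109 lower in co-culture, and 29 of the lower genes changed over 4-fold while none of the higher did. The median log2 fold change of the called lower genes was -1.47. The count of higher genes at 120 h was 5 with DESeq2, 13 with the exact test, 12 with all rows of both species, 1 with the scaling alone from these rows and 14 without co-culture replicate 2. The count of lower genes was 227 with all rows of both species, 184 with the scaling alone from these rows, 20 without co-culture replicate 1, 39 without monoculture replicate 3 and 55 without co-culture replicate 3.

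**Figure D2:**
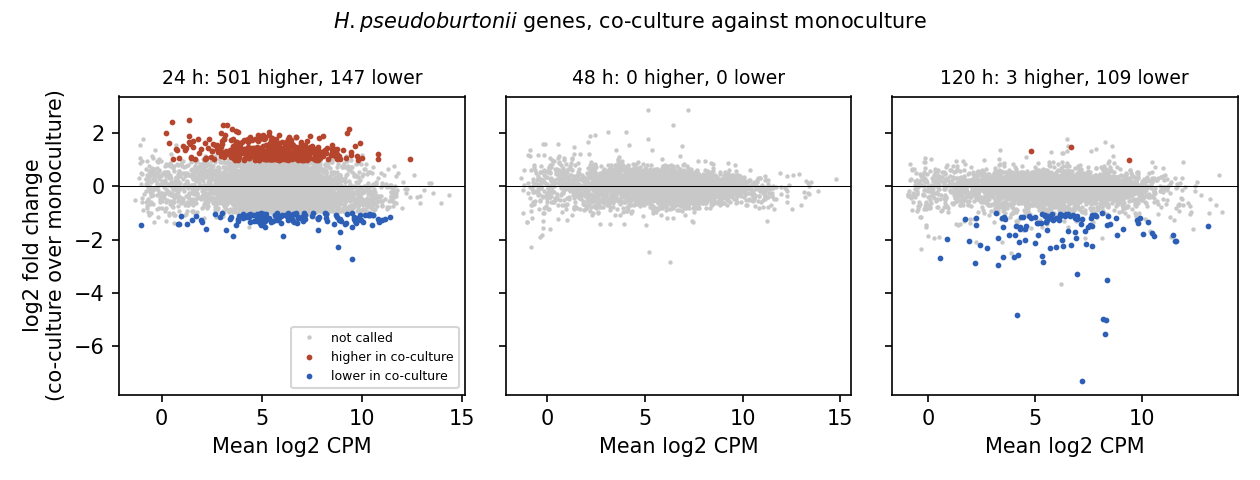
Log2 fold change of each *Hyphopichia* gene in co-culture over monoculture against its mean log2 CPM, at 24, 48 and 120 h. Red points are genes called higher and blue points genes called lower in co-culture (501 and 147 at 24 h, 0 and 0 at 48 h, 3 and 109 at 120 h), and grey points were not called; with all rows of both species in the fit, the 24 h split is 225 and 700.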

A total of 29 DEGS were common between the 24 and 48 h sampling points, 11 between 48 and 120 h, and 22 between 120 h and 24 h (Fig 3B).

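Of the genes called at each time point, 10 were called at both 24 and 120 h, and 0 were shared by 24 and 48 h or by 48 and 120 h, as edgeR's quasi-likelihood test of the 6 libraries made no call at 48 h. With the DESeq2 calls, 10 genes were shared by 24 and 120 h, 2 by 48 and 120 h and 0 by 24 and 48 h. Among the 10 shared genes, 6 were lower at both time points, where independent lists would share 2.73 (Fisher's exact test, p = 0.0548, adjusted over 12 pairs of lists 0.329). Another 3 were higher at 24 h and lower at 120 h, where independent lists would share 9.36 (p = 0.0237 from Fisher's exact test, adjusted 0.284), and 1 was higher at both. The pairs of lists with 48 h had a fixed outcome, as no gene was called then. Counting them among the 12 pairs raised both adjusted p-values. With the DESeq2 calls, 4 genes were higher at 24 h and lower at 120 h, where independent lists would share 14.2 (Fisher's exact test, p = 0.00171, adjusted 0.0205), and 1 was higher at both 48 and 120 h, where they would share 0.0034 (p = 0.00342 from Fisher's exact test, adjusted 0.0205). With all rows of both species, an overlap chosen after the data had been seen, 3 genes were higher at 24 h and lower at 120 h against 8.71 (adjusted p = 0.119 from Fisher's exact test), while each of the 4 pairs of lists of 48 and 120 h, in equal and in opposite directions, shared more than independent lists would (1 to 5 genes, adjusted p = 0.00158 to 0.0489). No library was shared between time points. Fisher's exact test takes genes as independent, which they are not, so its p-values do not measure the spread between replicates.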

**Fig 3:**
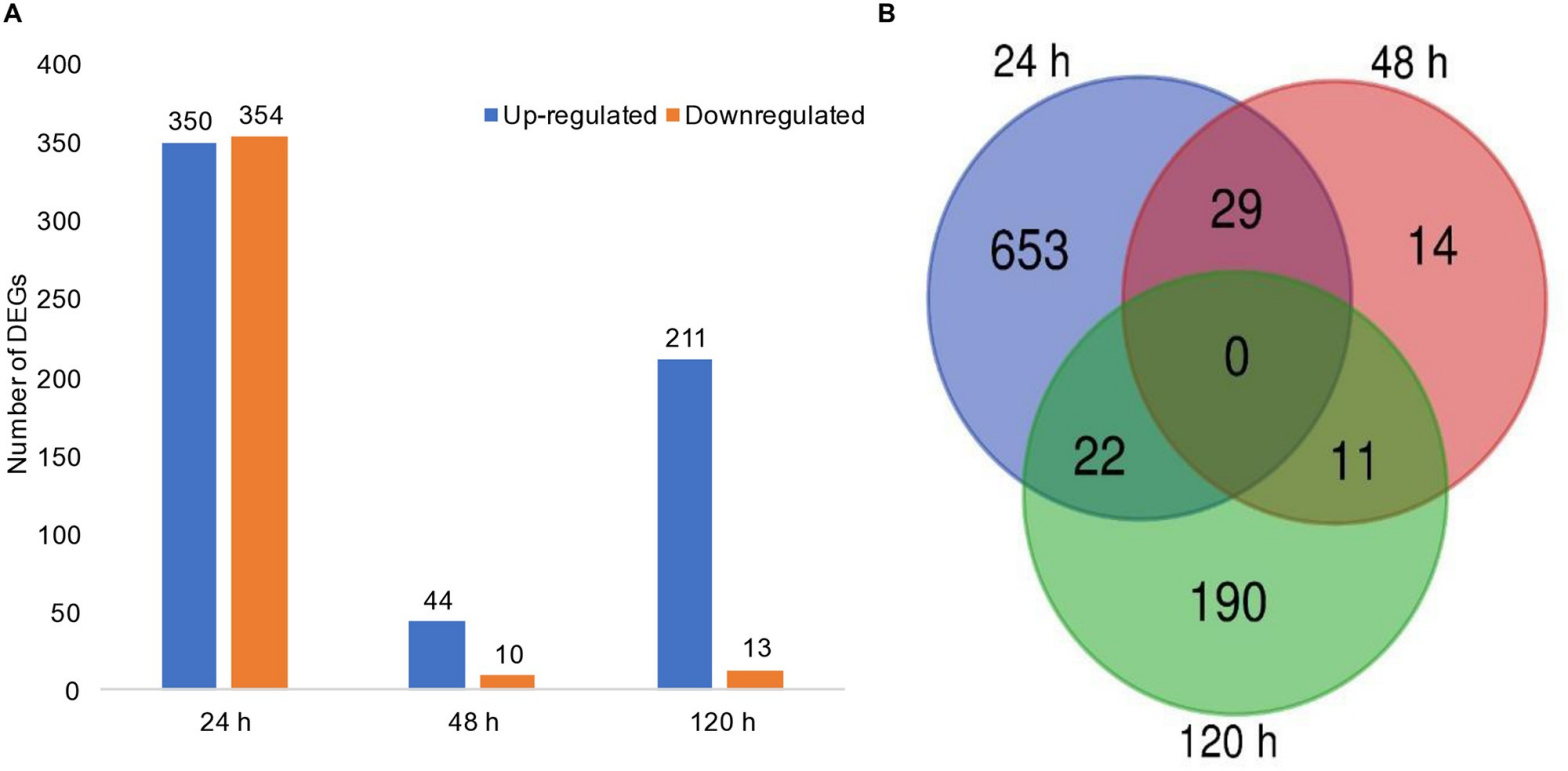
Representation of differentially expressed genes (DEGs) in *H*. *pseudoburtonii* at different time points (24, 48, and 120 h) in the presence of *B*. *cinerea* FF1. (A) Total number of up-regulated and down-regulated genes in *H*. *pseudoburtonii* in the co-culture. (B) Venn diagram showing the number of unique and shared DEGs between the different time points.

Differentially expressed genes (log2FC ≥ 1) were visualised on the Pathway Tools Omics Dashboard [47] to get an overview of *H*. *pseudoburtonii* transcriptome response patterns over time in presence of *B*. *cinerea*. Overall, the data show that at 24 h most subsystems were down-regulated, with only nucleotide synthesis, translation proteins and to a lesser extent glycolysis being up-regulated in the co-culture compared to the monoculture, while at 48 h RNA and protein metabolism as well as cell cycle/division and response to osmotic stress were up-regulated (Fig 4). At 120 h *H*. *pseudoburtonii* cells in co-culture display an overall up-regulation of energy metabolism, biosynthesis of amino acids and cofactors, cell cycle/division as well as amino acid and fatty acids degradation (Fig 4). 

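The 2 *Hyphopichia* genes with the largest called increases at 24 h are named in the deposited tables by ID only. gene-HYPBUDRAFT_153701 rose from 0.735 ± 0.0417 CPM in monoculture to 4.20 ± 1.58 CPM in co-culture (SD, n = 3 each). Its log2 fold change was 2.51 (standard error 0.38, adjusted p = 0.00721 from edgeR's quasi-likelihood test), on 15 to 19 counts in the monocultures and 41 to 143 in the co-cultures. gene-HYPBUDRAFT_151997 rose from 0.415 ± 0.185 to 2.17 ± 1.74 CPM, a log2 fold change of 2.41 (standard error 0.62, adjusted p = 0.0245 from the same test). Its call was lost without co-culture replicate 1 (log2 fold change 1.49, adjusted p = 0.113 from edgeR), without monoculture replicate 2 (2.06, adjusted p = 0.0741) and without monoculture replicate 3 (2.58, adjusted p = 0.0664). Both genes were read by few counts.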

At 24 h, the top 15 up-regulated genes mainly encode proteins involved in chromatin assembly and chromosome function (e.g., Histone H2A, H3, H4), and those involved in translation (e.g., *RPL22A*, *RPL43A* and *RPL36A*). Although not among the top 15, many genes encoding the 40S cytosolic small ribosomal subunit were up-regulated (S2 Fig). Conversely, the most down-regulated genes at this time point included several hypothetical proteins with unknown functions, as well as genes involved in cell wall integrity (*FKS1*), ethanol tolerance (*ETP1*), and RNA processing (*RRP5*) (S2 Table). 

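The 2 genes with the largest called decreases at 24 h were highly expressed in monoculture. gene-HYPBUDRAFT_139445 had 1271 ± 698 CPM in monoculture and 192 ± 11.9 CPM in co-culture (SD, n = 3 each), a log2 fold change of -2.72 (standard error 0.43, adjusted p = 0.00721 from edgeR's quasi-likelihood test). gene-HYPBUDRAFT_8000 had 741 ± 431 CPM in monoculture and 152 ± 39.1 CPM in co-culture, a log2 fold change of -2.29 (standard error 0.46, adjusted p = 0.0124 from the same test). The monocultures differed widely, with 10160 to 43526 counts on the former gene and 5384 to 26176 on the latter. Both calls held without each of the 6 libraries in turn.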

At 48 h, genes mainly involved in cell cycle regulation and pseudohyphal growth were the most up-regulated (Table 1), while genes related to DNA repair and telomere maintenance (*RAD50*, *TEL1*), thiamine metabolism (*THI13*), and cell wall integrity (*WSC3*) were among the most down-regulated (S2 Table). In contrast, genes involved in the biosynthesis of thiamine and biotin, as well as the transport of zinc (*ZRT2*), copper (*CTR3*) and siderophore-iron (*FIT3)* were amongst the most up-regulated at 120 h (Table 1). 

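Over the genes tested at 48 h, log2 fold changes ran from -2.85 to 2.88, and none passed the adjusted threshold in edgeR's quasi-likelihood test of the 6 libraries (3 and 3 did in its exact test). The smallest adjusted p belonged to gene-HYPBUDRAFT_152579, with 6.39 ± 0.917 CPM in monoculture and 26.4 ± 7.62 CPM in co-culture (SD, n = 3 each). Its log2 fold change was 2.04 (standard error 0.25, adjusted p = 0.0955 from edgeR's quasi-likelihood test). This gene was picked out at 48 h after its values were seen; It was called by DESeq2, as the largest increase at this time point, and by edgeR when all 18 libraries shared one spread. Of all genes tested, 7.62% had all co-culture libraries above all monoculture libraries and 6.24% had all of them below, against 10% by chance for both directions together.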

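At 120 h the largest called increase was that of gene-HYPBUDRAFT_152579, from 53.0 ± 5.49 CPM in monoculture to 148 ± 6.44 CPM in co-culture (SD, n = 3 each). This is a log2 fold change of 1.48 (standard error 0.12, adjusted p = 0.00233 from edgeR's quasi-likelihood test), and the call held without each of the 6 libraries in turn. gene-HYPBUDRAFT_151575 rose from 15.7 ± 7.79 to 39.3 ± 2.43 CPM, a log2 fold change of 1.33 (standard error 0.30, adjusted p = 0.0491 from the same test). The latter call was lost in 5 of the 6 fits that left out a library, each but that without monoculture replicate 2, when all 18 libraries shared one spread (adjusted p = 0.0661 from edgeR) and with the scaling alone from all rows of both species (log2 fold change 1.15, adjusted p = 0.0528 from edgeR).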

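The largest called decreases at 120 h of co-culture were far larger than the increases. gene-HYPBUDRAFT_151380 had 291 ± 293 CPM in monoculture and 1.82 ± 0.236 CPM in co-culture (SD, n = 3 each), a log2 fold change of -7.32 (standard error 0.89, adjusted p = 0.00706 from edgeR's quasi-likelihood test). Its counts were 1190, 3957 and 12383 in the monocultures and 36 to 44 in the co-cultures. gene-HYPBUDRAFT_163893 had 601 ± 384 CPM in monoculture and 12.6 ± 3.46 CPM in co-culture, a log2 fold change of -5.57 (standard error 0.47, adjusted p = 0.00233 from the same test). Both calls held without each of the 6 libraries in turn.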

At this time point, the most down-regulated genes were associated with cell wall organization (*DFG5*, *SCW4*), septin function (*SHS1*), and mitochondrial processes (*MRPL16*, *OAC1)* (S2 Table).

**Fig 4:**
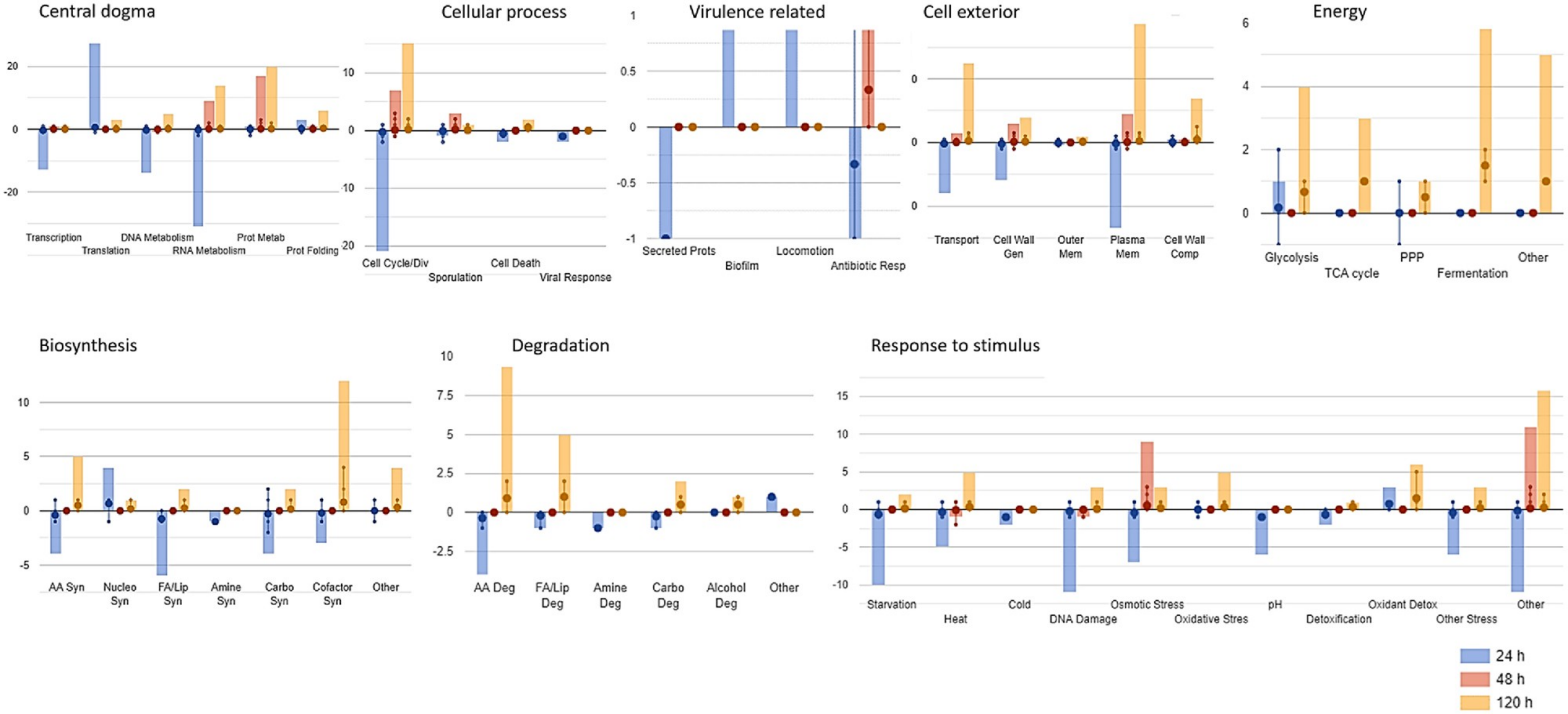
Subsystems associated with differentially expressed genes detected at 24, 48 and 120 h, in *H*. *pseudoburtonii* co-cultured with *B*. *cinerea* compared to *H*. *pseudoburtonii* monoculture. Each dot displayed on the vertical line represents the expression value for the genes. Whiskers, associated with box-and-whisker plots, indicate data range and variability. Bars represent averages or central tendencies. The Y-axis scales between the panels are different, impacting the comparability of values across the graph.

**Table 1:** Log2 fold change of the top 15 up-regulated genes in *H*. *pseudoburtonii* co-cultured with *B*. *cinerea* at 24, 48 and 120 h compared to the monoculture.

Time	Gene name	Description/Function	Log2FC
**24 h**	*HHF2*	Histone H4, DNA-binding subunit of the nuclear nucleosome	2.88
	*HTA1*	Histone H2A	1.56
	*HHT2*	Histone H3	1.52
	*RPL36A*	Ribosomal 60S subunit protein L36A	1.89
	*SDH5*	Protein required for flavinylation of Sdh1p	1.53
	*TMA10*	Protein of unknown function that associates with ribosomes	1.59
	*RPS17B*	Ribosomal protein 51 (rp51) of the small (40s) subunit	1.54
	*RAD1*	Single-stranded DNA endonuclease (with Rad10p)	1.54
	*RPS8B*	Protein component of the small (40S) ribosomal subunit	1.59
	*RPL22A*	Ribosomal 60S subunit protein L22A	1.58
	*RPP1A*	Ribosomal stalk protein P1 alpha	1.69
	*HTA2*	Histone H2A	1.54
	*YKL107W*	NADH-dependent aldehyde reductase	1.53
	*RPL34A*	Ribosomal 60S subunit protein L34A	1.79
	*INM1*	Inositol monophosphatase	1.56
**48 h**	*FLC2*	Flavin carrier protein	1.51
	*SNF5*	Subunit of the SWI/SNF	1.56
	*CDC39*	Regulator of transcription subunit	1.71
	*DHH1*	Cytoplasmic DEAD-box helicase	1.50
	*WHI4*	Protein WHI4; Putative RNA binding	2.48
	*LRG1*	Rho-GTPase-activating protein LRG1	2.87
	*STE5*	Pheromone-responsive MAPK scaffold	3.28
	*RTT103*	Regulator of Ty1 transposition protein	2.88
	*HKR1*	Signalling mucin HKR1	3.68
	*PUF4*	PUmilio-homology domain family	1.92
	*MAD1*	Coiled-coil protein	1.99
	*SLN1*	Osmosensing histidine protein kinase SLN1	2.87
	*PBS2*	MAP kinase of the HOG signaling pathway	1.58
	*CDC25*	Cell division control protein	1.69
	*TRF5*	Non-canonical poly(A) polymerase	2.25
	*SSK2*	MAP kinase kinase	2.48
	*PUF2*	PUmilio-homology domain Family	2.32
**120 h**	*SOD2*	Mitochondrial manganese superoxide dismutase	5.15
	*FIT3*	Mannoprotein involved in the retention of siderophore-iron in the cell wall	5.13
	*FOX2*	Fatty acid oxidation	2.30
	*KCC4*	Protein kinase of the bud neck involved in the septin checkpoint	2.80
	*PMA2*	Plasma membrane H+-ATPase	2.22
	*THI4*	Thiazole synthase	4.50
	*BIO2*	Biotin synthase	2.76
	*SCW11*	Putative glucanase	2.23
	*CTR3*	High-affinity copper transporter of the plasma membrane	3.40
	*AIM44*	Regulator of Cdc42p and Rho1p	2.32
	*ZRT2*	Low-affinity zinc transporter of the plasma membrane	3.03
	*HHF2*	Histone H4	2.45
	*PDC5*	Minor isoform of pyruvate decarboxylase	2.17
	*THI13*	Thiamine metabolism	3.08
	*HHT2*	Histone H3	2.37

Analysis of the energy metabolism subsystem revealed that multiple genes encoding enzymes in glycolysis, the tricarboxylic acid cycle (TCA) and glucose fermentation were significantly up-regulated at 120 h (Fig 5). These included genes such as *GPM1* (phosphoglycerate mutase), *CDC19* (pyruvate kinase), *ENO1* (phosphopyruvate hydratase), and *PGK1* (phosphoglycerate kinase) in glycolysis, *ACO2* (aconitate hydratase), *ACO1* (aconitase), and *MDH1* (malate dehydrogenase) in the TCA cycle, and *ADH1* (alcohol dehydrogenase 1), *ADH3* (alcohol dehydrogenase 3), *ALD4* (aldehyde dehydrogenase), and *PDC5* (pyruvate decarboxylase 5) involved in fermentation.

**Fig 5:**
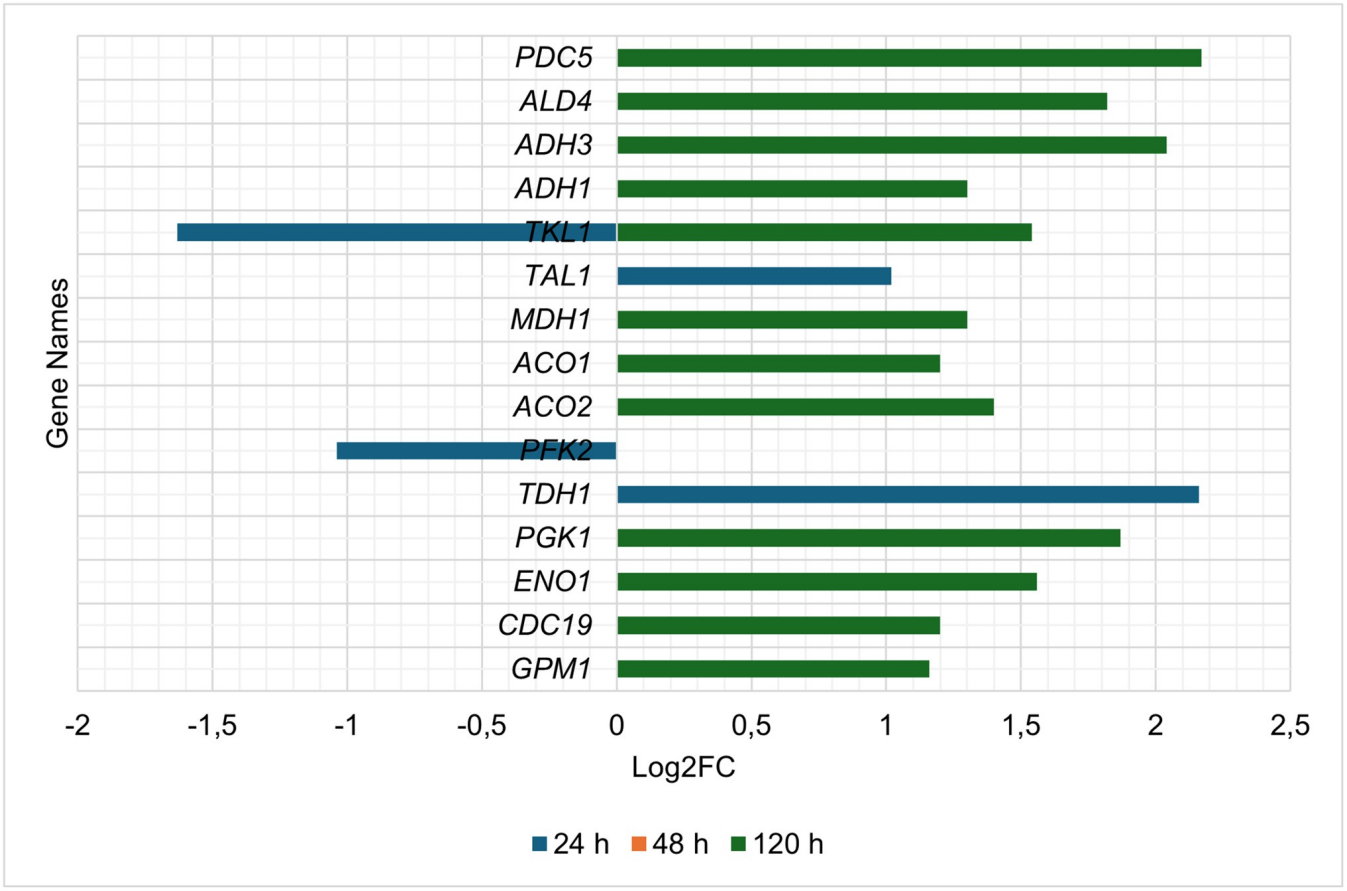
Energy metabolism-associated differentially expressed genes detected at 24, 48 and 120 h, in *H*. *pseudoburtonii* co-cultured with *B*. *cinerea* compared to *H*. *pseudoburtonii* monoculture.

### GO enrichment analysis of DEGs in *H*. *pseudoburtonii* co-cultured with *B*. *cinerea*

Gene ontology enrichment was used in the current study to further analyse the functions of the DEGs. Overall, genes that were significantly up-regulated in *H*. *pseudoburtonii* when co-cultured with *B*. *cinerea* compared to monoculture, after 24, 48 and 120 h were functionally classified into the major gene ontology categories: biological process (BP), molecular function (MF) and cellular component (CC). Conversely, due to a limited number of significantly down-regulated genes, at 48 and 120 h, functional classification of these DEGs into the relevant categories was not achieved. 

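Without the fold threshold, at an adjusted p under 0.05 alone, edgeR's quasi-likelihood test gave 767 higher and 506 lower genes at 24 h. At 48 h it gave 0 in both directions, against 24 lower genes at an unadjusted p under 0.05 with the fold threshold and 7 lower genes called by DESeq2. At 120 h it gave 19 higher and 179 lower genes.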

Based on the GO enrichment analysis of the up-regulated genes, the significantly enriched biological processes after 24 h (Fig 6A) were related to protein translation processes such as cellular component organization or biogenesis (GO:0071840), cellular nitrogen compound metabolic process (GO:0034641), protein metabolic process (GO:0019538) and cellular nitrogen compound biosynthetic process (GO:0044271). The enriched molecular functions were structural constituent of ribosome (GO:0003735) and structural molecule activity (GO:0005198), while the organelle (GO:0043226), intracellular organelle (GO:0043229), protein-containing complex (GO:0032991) and cytoplasm (GO:0005737) were the most enriched cellular components. The genes associated with the ribosome were almost exclusively up-regulated (S3 Table). Conversely, cellular process (GO:0009987) and biological regulation (GO:0065007) were the most enriched biological processes with down-regulated genes (Fig 6B). Binding (GO:0005488) of various types of compounds was enriched as significantly down-regulated molecular function, with genes associated with these functions mainly localised in various intracellular organelle (GO:0043229), the nucleus (GO:0005634) and protein-containing complex (GO:0032991).

**Fig 6:**
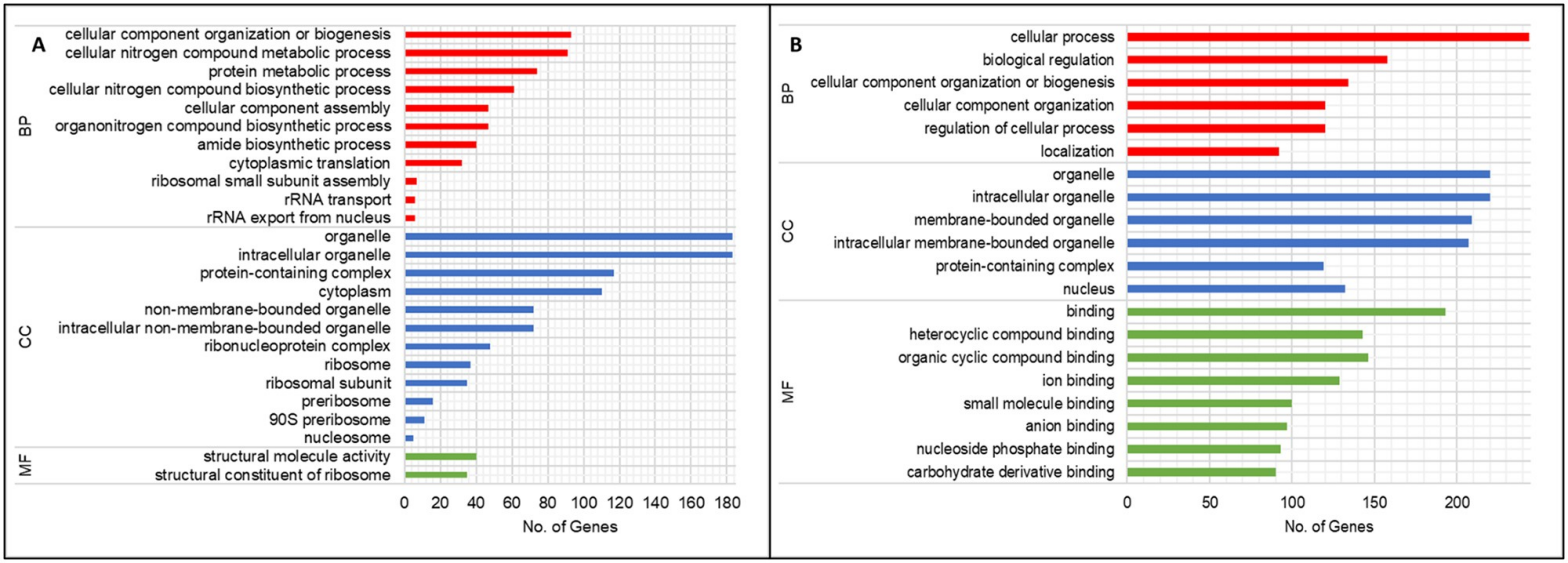
Gene ontology classification of up-regulated (A) and down-regulated (B) genes (Log2FC ≥1, p- value < 0.05) in *H*. *pseudoburtonii* co- cultured with *B*. *cinerea* compared to the monoculture at 24 h, showing enriched biological process (BP), cellular component (CC) and molecular function (MF).

After 48 h of co-cultivation, GO analysis of up-regulated genes of *H*. *pseudoburtonii* revealed an enrichment of biological processes (Fig 7A) associated with regulation of various biological processes (GO:0065007) and cellular processes (GO:0050794), as well as response to stimuli (GO:0050896), compared to the monoculture. No significant enrichment occurred for molecular function or cellular component.

**Fig 7:**
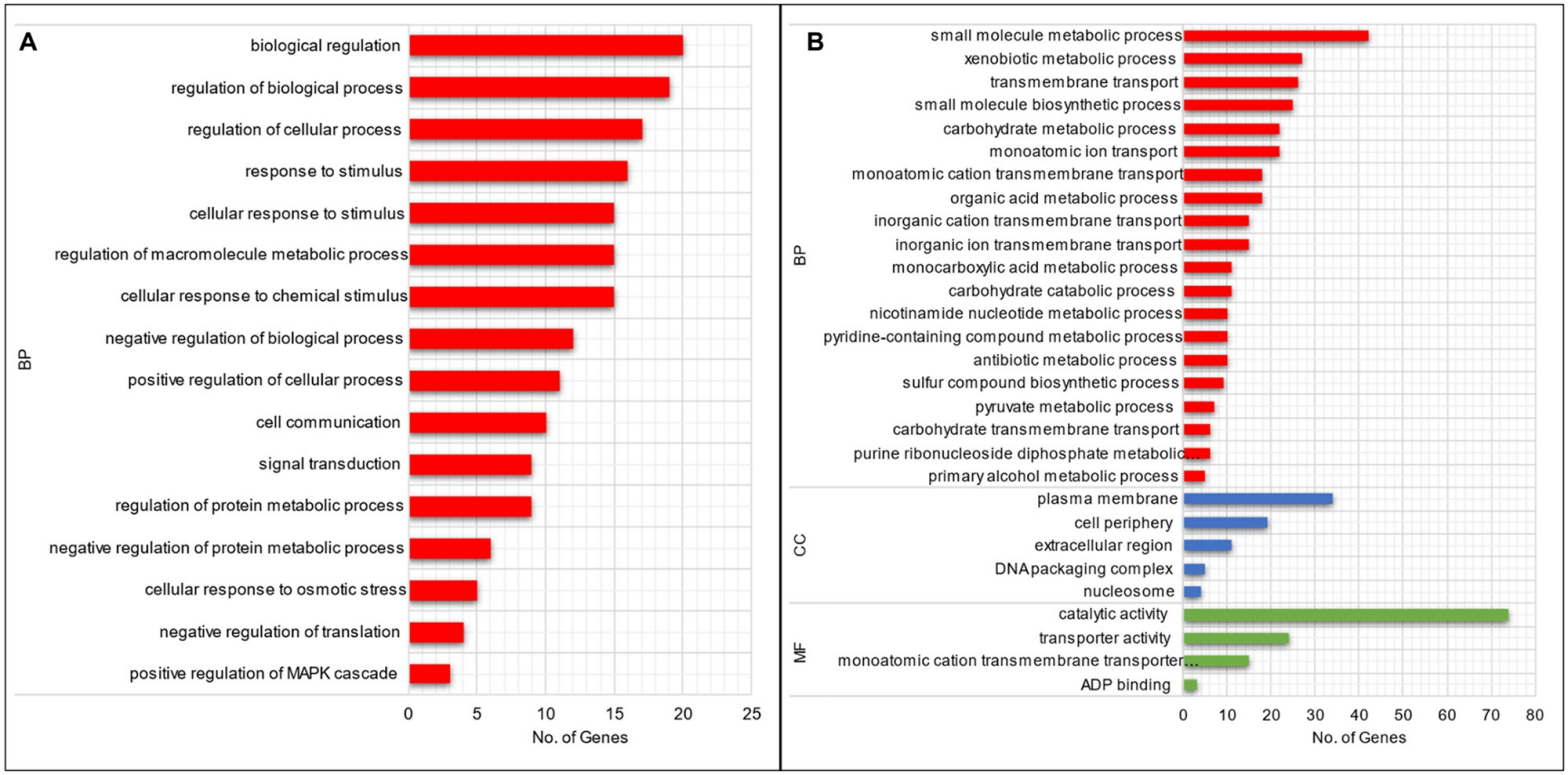
Gene ontology classification of up-regulated DEGs in *H*. *pseudoburtonii* grown for (A) 48 h and (B) 120 h in the presence of *B*. *cinerea*, showing enriched biological process (BP), cellular component (CC) and molecular function (MF).

When considering the DEGs in *H*. *pseudoburtonii* when in co-culture with *B*. *cinerea* compared to the monoculture at 120 h, GO enrichment highlighted small molecule biosynthetic process (GO:0044283), small molecule metabolic process (GO:0044281), xenobiotic metabolic process (GO:0006805) and transmembrane transport (GO:0055085) as the most enriched up-regulated biological process. Catalytic activity (GO:0003824) and transporter activity (GO:0005215) were the most up-regulated molecular function. Additionally, plasma membrane (GO:0005886) and cell periphery (GO:0071944) were the most enriched up-regulated cellular component, respectively, (Fig 7B). Our data also revealed transporter activity as an enriched molecular function notably genes encoding zinc transporters *ZRT2*, sugar transporters *STL1*, *GAL2*, *RGT2*, *HXT4*, *HXT6*, *HXT3*; copper transporters *CTR2*, *CTR3* and iron transporters *FIT3*, *ARN1*, *FTR1*, were significantly up-regulated (Fig 8).

**Fig 8:**
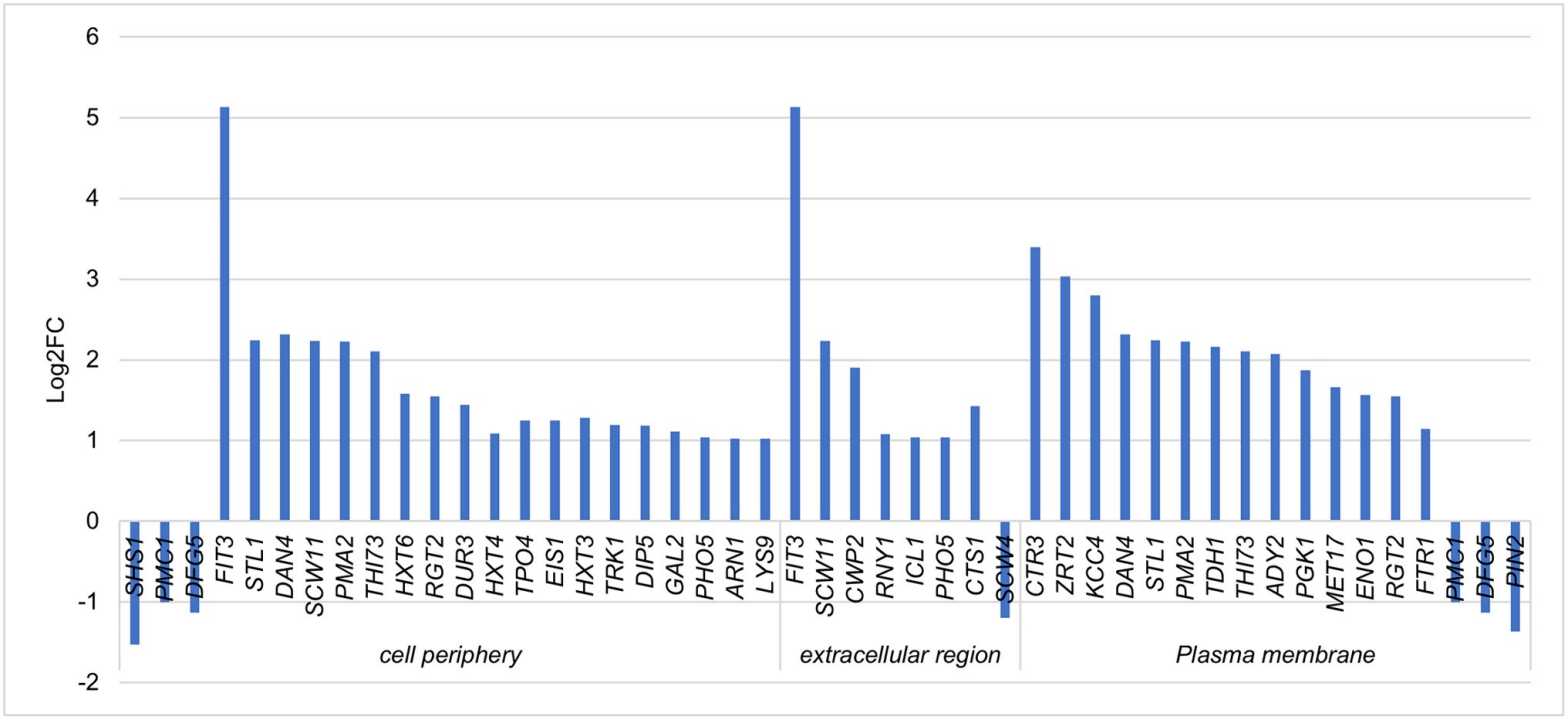
Up-regulated and down-regulated genes associated with the enrichment of the cellular component GO term: Cell periphery, extracellular region and plasma membrane of *H*. *pseudoburtonii* co-cultured with *B*. *cinerea* at 120 h.

### KEGG pathways enrichment analysis in *H*. *pseudoburtonii* co-cultured with *B*. *cinerea*

The KEGG enrichment analysis of differentially expressed genes (DEGs) in *H*. *pseudoburtonii* grown for 24, 48, and 120 h in the presence of *B*. *cinerea* revealed that 19 KEGG pathways were significantly enriched (p ≤ 0.05). The ribosome and oxidative phosphorylation pathways were significantly enriched at 24 h, with 22 and 17% of the genes associated with these pathways, respectively, up-regulated, while the down-regulated genes exhibited significant associations with the MAPK signalling pathway, ABC transporters, and the longevity regulation pathway. Conversely, the MAPK signalling pathway was enriched with the up-regulated genes at 48 h. Pathways enriched at 120 h primarily involve carbohydrate, lipid, and amino acid processing, alongside the breakdown and utilization of external substances. Enriched KEGG pathways at 120 h included carbon metabolism, biosynthesis of secondary metabolites, glycolysis/gluconeogenesis, glyoxylate and dicarboxylate metabolism, and biosynthesis of amino acids, among others (Fig 9 and S3 Table).

**Fig 9:**
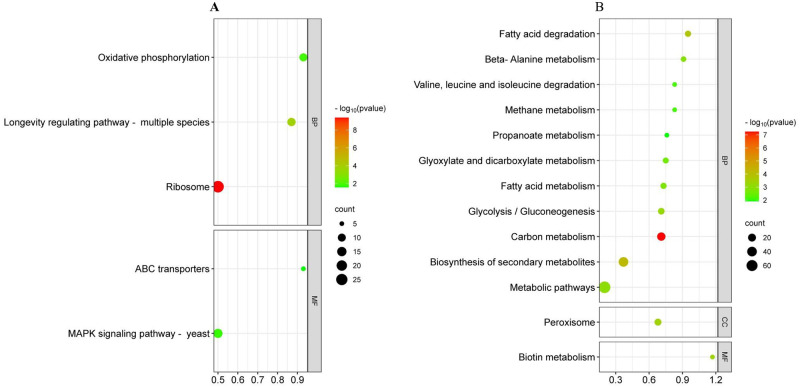
KEGG pathways of down and up- regulated genes in *H*. *pseudoburtonii* grown for (A) 24 and (B) 120 h in the presence of *B*. *cinerea*.

### Competition for iron

The role of competition for iron on the antagonistic activity of *H*. *pseudoburtonii* against *B*. *cinerea* was investigated on solid and liquid media. On solid medium the development of a reddish halo around the colony on PDA supplemented with FeCl_3_ was investigated and the width of the mycelial inhibition zone was also measured. In this study, no reddish halo was observed and the level on mycelial inhibition was similar at across the different concentration of FeCl_3_ and at both pH 4.5 and 5.6 (S3 Fig). In addition, no hydroxamate-type siderophores could be detected in the supernatants of *H*. *pseudoburtonii* as well as co-cultures with *B*. *cinerea* in malt extract broth at different time points.

### Global analysis of exo-proteome

Along with transcriptome analysis, the exo-proteome of *H*. *pseudoburtonii* (Hp) under both monoculture and co-culture conditions with *Botrytis cinerea* (Hp + B) for 48 h were analyzed. A total of 85 proteins were identified, with 78 proteins being common to both Hp and Hp+B (S3 Table). The identified proteins were categorized into distinct functional clusters, as detailed in S4 Table. Noteworthy clusters included the 40S ribosomal protein S1, 60S ribosomal protein L8, cell wall protein PhiA, translation elongation factor 1-alpha (fragment), phosphopyruvate hydratase, and glyceraldehyde-3-phosphate dehydrogenase, among others.

Proteins that were exclusively present in the co-culture (Hp+B) or exhibited a fold change (FC) ≥ 1.2 were classified as differentially abundant proteins (DAPs). A total of 22 DAPs (unique and differentially abundant proteins) were identified. The seven unique proteins were elongation factor 2, 40S ribosomal protein S16, glycoside hydrolase from the glycosyl hydrolase family 17 (A0A1E4RPI3_9ASCO), phosphoglucomutase (α-D-glucose-1,6-bisphosphate-dependent), heat shock protein 70, and two isoforms of elongation factor 1-α (Table 2). The most abundant proteins identified included alpha-1,4 glucan phosphorylase, pyruvate kinase, ATP synthase subunit alpha, protein TOS1, and ribosomal protein S4 (Table 2).

**Table 2:** Unique and differentially abundant proteins identified in *H*. *pseudoburtonii* + *B*. *cinerea* (Hp+B) co-cultures.

	Category	Identified Proteins	Accession Number	*p*-value	FC
**Unique proteins**	**Protein folding and stress response**	Heat shock protein 70	A0A1E4RQG3_9ASCO	0,028	0,2
	**Carbohydrate metabolism:**	Glycoside hydrolase	A0A1E4RPI3_9ASCO	0,011	0,5
		Phosphoglucomutase (alpha-D-glucose-1,6-bisphosphate-dependent)	A0A1E4RCR6_9ASCO	0,049	0,7
	**Protein synthesis and translation:**	40S ribosomal protein S16	A0A1E4RR23_9ASCO	0,013	0,3
		Elongation factor 2	A0A1E4RI69_9ASCO	0,025	0,3
		Elongation factor 1-α (Fragment)	A0A1B0Z732_9ASCO	0,016	0,8
		Elongation factor 1-α (Fragment)	A0A0D3RPB1_9ASCO	0,049	0,8
**DAPs**	**Protein synthesis and translation:**	40S ribosomal protein S1	A0A1E4RR15_9ASCO	0.61	1.8
		Ribosomal protein S4	A0A1E4RPW6_9ASCO	0.33	4.7
		40S ribosomal protein S14	A0A1E4RFC9_9ASCO	0.41	1.6
	**Glycolysis and energy metabolism:**	D-xylose reductase (NAD(P)H)	A0A1E4RLY1_9ASCO	0.75	1.2
		Phosphoglycerate mutase	A0A1E4RM70_9ASCO	0.59	1.2
		Six-hairpin glycosidase (Fragment)	A0A1E4RGA6_9ASCO	0.81	1.2
		DUF3757 domain-containing protein	A0A1E4REI4_9ASCO	0.62	1.3
		Plasma membrane ATPase	A0A1E4RI84_9ASCO	0.66	1.5
		Chaperonin GroL	A0A1E4RHK0_9ASCO	0.69	1.6
		Transaldolase	A0A1E4REE9_9ASCO	0.61	1.6
		Alpha-1,4 glucan phosphorylase	A0A1E4RED5_9ASCO	0.4	2.2
		Pyruvate kinase	A0A1E4RTD9_9ASCO	0.25	2.3
		ATP synthase subunit alpha	A0A1E4RJW3_9ASCO	0.35	2.3
	**Cell wall-related**	Protein TOS1	A0A1E4RQ57_9ASCO	0.059	3.3
		PR-1-like protein	A0A1E4RCA1_9ASCO	0.5	1.2

## Discussion

The current study used RNA sequencing to assess the temporal changes in the transcriptome of *H*. *pseudoburtonii* in co-culture with *B*. *cinerea* and decipher potential mechanisms underlying the antifungal activity in this yeast. Initial analysis of the sequencing reads provides compelling evidence of the presence of *B*. *cinerea*, exhibiting a gradual increase in mapping reads from 1% to 5%. Nonetheless, the amount of reads mapping to the *B*. *cinerea* genome were extremely low, indicating the inhibitory effects exerted by *H*. *pseudoburtonii* on *B*. *cinerea*. Evaluation of differentially expressed genes revealed an activation of genes associated with the major core histones, and ribosomal activity and down-regulation of binding activity in the first 24 h. The up-regulated activities mostly represented ribosome biogenesis, as well as oxidative phosphorylation. These were also accompanied by a down-regulation of genes associated with longevity, particularly glucose-repressible genes and genes that regulate growth and carbon utilization during nutrient limitation. Ribosome biogenesis is pre-requisite for the production of proteins which are indispensable for cell growth and proliferation [48]. We can infer from gene expression patterns, that in the first 24 h *H*. *pseudoburtonii* begins to adapt to its surrounding environment, does not experience any nutrient limitation and directs energy towards building capacity for protein synthesis cell growth and cell proliferation. Subsequently, an up-regulation of genes indicating cell cycle passage through START (e.g., *WHI4*, *LRG1*, *MAD1*, *CDC25*), as well as those associated with signalling pathways and cell communication processes (e.g., *SLN1*, *PBS2*, *SSK2*) and filamentous growth (e.g., *SNF5*, *CDC39*, *STE5*, *DHH1*) were up-regulated. The up-regulated genes involved in signalling are homologous to those encoding proteins in the high osmolarity growth MAP kinase cascade which displays a conserved role in osmoadaptation in fungi but has also been shown to have additional biological functions [49, 50]. For instance, the Ssk2p/Pbs2p/Hog1p MAPK cascade has been shown to regulate yeast-to-hyphae transition in *S*. *cerevisiae* [51], *Candida albicans* [52] and *Yarrowia lipolytica* [53], hyphal growth, branching and plant infection in *Fusarium graminearum* [54], as well as conidiation and trap morphogenesis in the nematode trapping fungus, *Arthrobotrys oligospora* [55]. Moreover, the MAPK cascades have been shown to play a central role in the regulation of mycoparasitic activity of *Trichoderma* spp. against phytopathogens such as *B*. *cinerea* and *Rhizoctonia solani* [56, 57]. The transcriptome dynamics in the first 48 h suggest that the interaction between *H*. *pseudoburtonii* and *B*. *cinerea* is characterized by an initial adaptation and response to external stimuli, as well as active growth of *H*. *pseudoburtonii* resulting in the formation of hyphae. This is further supported by an enrichment in energy metabolism seen in glycolytic processes and the pentose phosphate pathway, along with a notable increase in oxidative phosphorylation pathway which supports enhanced ATP synthesis for cellular activities of yeast cells [58].

During the later stages (120 h), several genes including *PMC1*, *DFG5*, *SCW4*, *SHS1*, and *PIN2* were downregulated in *H*. *pseudoburtonii* when co-cultured with *B*. *cinerea*. The downregulation of *PMC1*, which encodes a vacuolar Ca2+ ATPase, suggests potential alterations in calcium homeostasis within the yeast cells. This change may reflect broader modifications in signalling pathways or stress response mechanisms [59]. The downregulation of *SHS1* and *PIN2*, genes involved in cell division and cycle progression, indicates a potential slowdown in *H*. *pseudoburtonii’s* growth and proliferation in the presence of *B*. *cinerea*. This could represent a shift in resource allocation from growth to defence or stress response mechanisms. Additionally, the observed downregulation of *SCW4* and *DFG5*, which are involved in cell wall maintenance and remodelling, could indicate potential alterations in *H*. *pseudoburtonii’s* cell wall structure or integrity. This change may be an adaptive response to stress induced by the presence of *B*. *cinerea* [60, 61]. Several genes involved in cell wall biogenesis and stability, including *CTS1*, *SCW11*, *CWP2* and *DAN4*, were up-regulated during the later stages (120 h). These genes have specific functions: *CTS1* encodes an endochitinase, while *SCW11* codes for a glucanase, and *CCP2* and *DAN4* code for cell wall mannoproteins. Both *CTS1* and *SCW11* are transcribed in early G_1_ and expressed only in daughter cells; they are required for cytokinesis and cell separation [62, 63]. *KCC4* encoding a protein kinase involved in morphogenesis checkpoint and budding cell bud growth was among the top 15 up-regulated genes. The data also revealed significant up-regulation of genes involved in nutrient acquisition and oxidative stress tolerance. In particular, gluconeogenesis, the glyoxylate cycle and fatty acid metabolism were enriched along with biotin and thiamine biosynthesis. Biotin is a pivotal cofactor for many enzymes involved in gluconeogenesis, lipid biosynthesis and amino acid metabolisms [64]. These data highlight activation of alternative carbon metabolism in *H*. *pseudoburtonii*. An enrichment of peroxisomes was apparent in the 120 h transcriptome. This aligns with the up-regulation of the lipid metabolism and reflects an ability of the yeast to detoxify toxic reactive oxygen species (ROS) through the activity of catalase (encoded by *CTA1*, log2FC = 1.1) and superoxide dismutase (encoded by *SOD2*, log2FC = 5.2), both of which were significantly up-regulated. Taken together, the data show transcriptome response akin to cells entering quiescence. Indeed, studies have shown that quiescent yeast cells up-regulate genes required for respiration, glyoxylate cycle, fatty acid metabolism as well as antioxidant defences to maintain low ROS [65]. In the current study, it was evident that *H*. *pseudoburtonii* cells grew rapidly in the first 24 h and remained in stationary phase for a long period after that. Stationary phase yeast culture comprises a heterogeneous population of quiescent and non-quiescent cells [66]. Quiescence would have been triggered by nutrient depletion, which can be expected in a cell population that would had been growing in malt extract broth for 120 h.

Under the prevailing condition, gene expression patterns suggested competition for iron as a possible mechanism of interaction between *H*. *pseudoburtonii* and *B*. *cinerea*. Indeed, several genes that encode proteins facilitating the uptake of different sources of iron were significantly up-regulated. These include Fit3p which facilitates the retention of siderophore-iron chelates in the cell wall, Arn1p which transports ferrichrome and hydroxamates of the ferrichrome type, and Sit1p which recognizes a wide variety of ferrichromes and coprogen as well as the Fet3p/Ftr1p oxidase/permease high affinity complex which supports yeast growth in low iron environments. However, in the current study no obvious iron chelation or production of hydroxamate-type siderophores could be detected in *H*. *pseudoburtonii* when grown alone or co-cultured with *B*. *cinerea* on agar or in broth. Therefore, the data suggest that unlike some yeasts such as *Methschinowia pulcherrima*, *Metschnikowia fruticola*, *Rhodotorula glutinis* as well as the yeast-like fungus, *Aureobasidium pullulans*, that chelate iron through the production of siderophores, thereby making it unavailable for phytopathogens [67, 68], *H*. *pseudoburtonii* does not secrete siderophores. Rather, the upregulation of the genes encoding proteins involved in the uptake of siderophore-bound iron could simply be a response to iron deprivation as has been observed in *Saccharomyces cerevisiae* [69].

Analysis of the exo-proteome of *H*. *pseudoburtonii* after 48 h of contact with *B*. *cinerea* was characterized by an abundance of proteins involved in carbohydrate metabolism, particularly in the pentose phosphate pathway (PPP), as well as proteins related to protein synthesis, ATP synthesis, and stress response. These enzymes are canonically intracellular proteins. However, some of them e.g., phosphoglycerate mutase, S14 ribosomal protein and subunits of ATP synthase have been shown to be moonlighting proteins. Such proteins have been shown to have a second function when outside the cell or bound to the cell surface and are used as adhesins to interact with host cells and proteins [70, 71]. Consequently, their abundance in the exo-proteome could suggest that they play a crucial role in the interaction between *H*. *pseudoburtonii* and *B*. *cinerea*. The genes encoding some of these proteins e.g., *ATP7* (log2FC 1.03) encoding ATP synthase, *ELF1* (log2FC 1.21) encoding elongation factor 1 as well as several genes encoding various components of the 40S ribosomal small subunit including *RPS1B* (log2FC 1.49), and *RPS14A* (log2FC 1.06) were up-regulated in the first 24 h which could explain the accumulation of the proteins at 48 h.

The proteomic data from *H*. *pseudoburtonii* co-cultivated with *B*. *cinerea* supernatants showed partial alignment with transcriptome data. Nonetheless, the two approaches both suggest that the antagonistic interaction between *H*. *pseudoburtonii* and *B*. *cinerea* potentially involves physical contact and adherence of *H*. *pseudoburtonii* to *B*. *cinerea* hyphae, as well as competition for nutrients, in particular iron. This convergence of findings from both transcriptomic and proteomic analyses provides a level of validation for the transcriptomic results. The competition for nutrient acquisition, especially iron, is a phenomenon observed in other microbial antagonism studies as well. While there were differences in the specific proteins and transcripts identified by each method, likely due to the different sensitivities and regulatory mechanisms influencing protein and mRNA levels, the overall biological implications remain consistent. This study represents a significant advancement in understanding the antagonistic mechanisms of *H*. *pseudoburtonii* against *B*. *cinerea*, highlighting its potential as a biocontrol agent against phytopathogens. While further *in vivo* studies and practical validation are needed, this research contributes valuable insights to scientific understanding and lays groundwork for potential agricultural and viticultural applications in sustainable vineyard management. While our transcriptomic and proteomic analysis provides valuable insights into the interaction between *H*. *pseudoburtonii* and *B*. *cinerea*, we acknowledge the need for further validation of these results. Future studies should focus on developing genetic tools for *H*. *pseudoburtonii* to enable mutant generation and more targeted functional analyses.

## Conclusion

The study findings reveal that *H*. *pseudoburtonii* employs a complex strategy in response to *B*. *cinerea*. The analysis provides important insights into gene expression patterns that shed light on the dynamics between *H*. *pseudoburtonii* and *B*. *cinerea*, particularly at specific time points. This newly discovered knowledge holds great potential for further characterizing *H*. *pseudoburtonii* as a potential and an effective biocontrol agent. By examining how *H*. *pseudoburtonii* responds to *B*. *cinerea* on a molecular level, the study establishes a solid foundation for unravelling the intricate biological mechanisms involved in successful biocontrol systems. The research provides valuable information about the molecular intricacies governing interactions between hosts and pathogens, offering guidance to improve our understanding and management of fungal interactions. Overall, this study contributes to the growing body of knowledge on biocontrol systems and provides a basis for future research in this area.

## Supporting information

S1 Fig Microscopic observation of *B*. *cinerea* FF1 and *H*. *pseudoburtonii* monocultures as well as their co-culture at 24, 48 and 120 h, images were captured at 400x magnification using a light microscopy (A) and viable cell count (CFU/mL) of *H*. *pseudoburtonii* in monoculture (Hp) and co-culture (Hp + B). The cell enumeration was performed on Wallerstein Nutrient Laboratory agar medium and grown at 25°C (B).
(TIF)

S2 Fig Central dogma-associated differentially expressed genes detected at 24 and 48 h in *H*. *pseudoburtonii* co-cultured with *B*. *cinerea* compared to *H*. *pseudoburtonii* monoculture.

S3 Fig Effect of iron concentration on the antagonistic activity and mycelial growth inhibition of *Hyphopichia pseudoburtonii* Y963 against *Botrytis cinerea* IWBT-FF1 at pH 4.5 and pH 5.6 on potato dextrose agar. Different letters over the bars show significant differences between the iron concentrations according to Tukey’s post hoc test (p = 0.05).
(TIF)

S1 Table Overview of the number of raw, quality trimmed/filtered and mapped reads for the interaction experiment of *H*. *pseudoburtonii* Y963 with *B*. *cinerea* IWBT-FF1.

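The table lists, for each of the 18 libraries, the paired raw reads, the percent kept after trimming and the percent mapped to both genomes together and to each species. Its percentages are shares of reads, whereas the deposited tables hold counts assigned to genes. Added over the 3 libraries of a group, the deposited gene counts came to 74855762 in the 24 h monocultures and 66590928 in the 24 h co-cultures. They came to 59009693 and 80261164 at 48 h, and to 64629848 and 64718764 at 120 h. The paper's sums of paired raw reads are 58392076 and 65490494 at 24 h, 46593626 and 50530071 at 48 h, and 41328398 and 40296843 at 120 h. In each group the deposited counts exceed the raw reads, which cannot hold if both number the same reads, each counted once. The paper's methods name an Ion Torrent sequencer, whereas its S1 Table speaks of paired reads. The sources used here do not make clear whether these values and the deposited counts number single reads or pairs, so the sums are not known to be on one scale.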

S2 Table Log2 fold change of the top 15 downregulated genes in *H*. *pseudoburtonii* co-cultured with *B*. *cinerea* at 24, 48 and 120 h compared to the monoculture.

S3 Table Significantly enriched KEGG pathways (q ≤ 0.05) of DEGs in *H*. *pseudoburtonii* grown for 24, 48 and 120 h in the presence of *B*. *cinerea*.

S4 Table Protein and clusters identified in *H*. *pseudoburtonii* monoculture and *H*. *pseudoburtonii* + *B*. *cinerea* co-cultures. T-Test (p-value) and fold change (FC) were calculated in SCAFFOLD software.
(DOCX)

# Supplementary material for: Unravelling the transcriptomic dynamics of Hyphopichia pseudoburtonii in co-culture with Botrytis cinerea
**Source:** PLoS One. 2025 Jan 14;20(1):e0316713. doi: 10.1371/journal.pone.0316713
**Supplement:** S1 Table

**S1 Table.** **Overview of the number of raw, quality trimmed/filtered and mapped reads for the interaction experiment of *H. pseudoburtonii* Y963 with *B. cinerea* FF1**

|  | **Treatment** | **No. of paired**  **raw reads** | **Trimmed and**  **quality filtered [%]** | **Total mapped to concatenated genome [%]** | **Mapped to**  ***H. pseudoburtonii* [%]** | **Mapped to**  ***B. cinerea* [%]** |
| --- | --- | --- | --- | --- | --- | --- |
| **24 h** | Monoculture | 18 382 957 | 97.1 | 79.04 | 75.63 | 0 |
|  |  | 19 296 254 | 97.6 | 70.55 | 68.41 | 0 |
|  |  | 20 712 865 | 97.7 | 51.14 | 55.53 | 0 |
|  | Co-cultures | 21 079 450 | 97.8 | 63.19 | 61.28 | 1.70 |
|  |  | 23 066 792 | 97.4 | 55.04 | 52.89 | 1.77 |
|  |  | 21 344 252 | 97.2 | 55.56 | 48.90 | 1.54 |
| **48 h** | Monoculture | 17 184 986 | 97.5 | 64.84 | 62.29% | 0 |
|  |  | 17 297 977 | 97.5 | 76.59 | 74.24% | 0 |
|  |  | 12 110 663 | 97.0 | 62.96 | 59.86 | 0 |
|  | Co-culture | 14 318 631 | 97.6 | 85.99 | 83.84 | 1.84 |
|  |  | 16 983 473 | 97.6 | 78.76 | 76.35 | 1.22 |
|  |  | 19 227 967 | 96.6 | 71.51 | 67.59 | 1.22 |
| **120 h** | Monoculture | 12 973 812 | 97.5 | 81.90 | 79.2 | 0 |
|  |  | 13 284 344 | 97.7 | 78.63 | 76.5 | 0 |
|  |  | 15 070 242 | 97.4 | 81.77 | 76.83 | 0 |
|  | Co-culture | 13 454 627 | 97.7 | 83.18 | 77.88 | 5.30 |
|  |  | 12 270 157 | 97.4 | 82.88 | 76.13 | 5.80 |
|  |  | 14 572 059 | 96.9 | 82.27 | 75.92 | 5.59 |

# Supplementary material for: Unravelling the transcriptomic dynamics of Hyphopichia pseudoburtonii in co-culture with Botrytis cinerea
**Source:** PLoS One. 2025 Jan 14;20(1):e0316713. doi: 10.1371/journal.pone.0316713
**Supplement:** S2 Table

**S2 Table. Log2 fold change of the top 15 downregulated genes in *H. pseudoburtonii* co-cultured with *B. cinerea* at 24, 48 and 120 h compared to the monoculture.**

| **Time** | **Gene name** | **Description/Function** | **Log2FC** |
| --- | --- | --- | --- |
| **24 h** | *Unknown* | Hypothetical protein | -2.36 |
|  | *Unknown* | Hypothetical protein | -2.18 |
|  | *Unknown* | Hypothetical protein | -2.15 |
|  | *FKS1* | FK506 Sensitivity | -2.02 |
|  | *ETP1* | Ethanol tolerance protein | -1.92 |
|  | *WHI4* | Putative RNA binding protein | -2.04 |
|  | *SPO14* | Phospholipase D | -1.80 |
|  | *Unknown* | Hypothetical protein | -1.80 |
|  | *RRP5* | Ribosomal RNA processing | -1.79 |
|  | *SSK2* | Suppressor of sensor kinase | -1.76 |
|  | *SOF1* | Suppressor of fibrillarin | -1.75 |
|  | *Unknown* | Hypothetical protein | -1.73 |
|  | *PDR5* | Pleiotropic drug resistance | -1.73 |
|  | *SLA1* | Cytoskeletal protein binding protein | -1.71 |
|  | *Unknown* | Hypothetical protein | -1.71 |
| **48 h** | *Unknown* | Hypothetical protein | -2.84 |
|  | *RAD50* | Radiation sensitive | -1.49 |
|  | *Unknown* | Hypothetical protein | -1.35 |
|  | *TEL1* | Telomere maintenance | -2.85 |
|  | *Unknown* | hypothetical protein | -1.89 |
|  | *THI13* | Thiamine metabolism | -1.52 |
|  | *SEO1* | Suppressor of sulfoxyde ethionine resistance | -1.21 |
|  | *Unknown* | hypothetical protein | -1.18 |
|  | *WSC3* | Cell wall integrity and stress response component | -2.29 |
|  | *URM1* | Ubiquitin related modifier | -1.61 |
| **120 h** | *Unknown* | Hypothetical protein | -1.28 |
|  | *DFG5* | Putative mannosidase | -1.13 |
|  | *SCW4* | Soluble cell wall protein | -1.20 |
|  | *PIN2* | Psi+ INducibility | -1.36 |
|  | *YCG1* | Subunit of the condensin comple | -1.17 |
|  | *SHS1* | Seventh homolog of septin | -1.53 |
|  | *Unknown* | hypothetical protein | -1.65 |
|  | *PMC1* | Vacuolar Ca2+ ATPase | -1.00 |
|  | *Unknown* | Hypothetical protein | -1.18 |
|  | *Unknown* | Hypothetical protein | -1.12 |
|  | *MRPL16* | Mitochondrial ribosomal protein of the large subunit | -1.16 |
|  | *OAC1* | Oxaloacetate carrier | -1.03 |
|  | *Unknown* | Hypothetical protein | -1.30 |

# Supplementary material for: Unravelling the transcriptomic dynamics of Hyphopichia pseudoburtonii in co-culture with Botrytis cinerea
**Source:** PLoS One. 2025 Jan 14;20(1):e0316713. doi: 10.1371/journal.pone.0316713
**Supplement:** S3 Table

**S3 Table.** **Significantly enriched KEGG pathways (q ≤ 0.05) of DEGs in *H. pseudoburtonii* grown for 24, 48 and 120 h in the presence of *B. cinerea* FF1**

| **Time** | **#term ID** | **term description** | **Gene no.** | **FDR** | **Gene list** |
| --- | --- | --- | --- | --- | --- |
| **24 h, up-regulated** | sce03010 | Ribosome | 27 | 4.19e-10 | *RPS6B, MRPS5,RPS14A,RPP1A,RPP1B,MRPS28,RPS17B,RPL34A,RPL30,RPS26A,RPL26B,RPL24B,RPL42B,RPL16A,RPS5,RPL17A,RPL8B,RPL22A,RPL38,RPS1B,RPL13B,RPL36A,RPS3,RPS15,RPS7A,RPS28A,RPS10A* |
|  | sce00190 | Oxidative phosphorylation | 10 | 0.0124 | *PMA1, COX13,VMA7,QCR9,COX6,ATP7,VMA5,ACP1,SDH2,VMA11* |
|  | sce04213 | Longevity regulating pathway – multiple species | 11 | 0.00015 | *GPR1, SIR2, GIS1,HSP78,RIM15,KOG1,SCH9,CYR1,TOR2,HSP104,MSN2* |
|  | sce04011 | MAPK signaling pathway – yeast | 14 | 0.0162 | *CYC8 ,STE5,HKR1,SLN1,BCK1,PBS2,SSK1,STT4,FKS1,MSN2,FKS3,YCK2,BNI1,SSK2* |
|  | sce02010 | ABC transporters | 5 | 0.0261 | *SNQ2, ,YCF1,YOR1,BPT1,PDR5* |
| **48 h, up-regulated** | sce04011 | MAPK signaling pathway – yeast | 5 | 0.0063 | *STE5,HKR1,SLN1,PBS2,SSK2* |
| **120 h, up-regulated** | sce01100 | Metabolic pathways | 44 | 2.03e-08 | *CDC19, ACS1, ATP1, ETR1, PHO5, IFA38, PGK1, THI13, CTA1, FAA2, ICL1, AGX1, POX1, THI4, ENO1, BIO2, TDH1, INO1, ACO2, CPA2, BAT2, MDH1, GPM1, FOX2, PDC5, CTS1, MET17, ACO1, CAR2, DAK1, ADH3, YMR226C, GAD1, MLS1, LYS9, BIO4, BIO3, ADH1, GCY1, ALD4, PMA2, THI6, TKL1, GPH1* |
|  | sce01110 | Biosynthesis of secondary metabolites | 28 | 3.35e-08 | *CDC19, ACS1, IFA38, PGK1, CTA1, ICL1, AGX1, POX1, ENO1, TDH1, INO1, ACO2, STE24, BAT2, MDH1, GPM1, PDC5, MET17, ACO1, CAR2, ADH3, GAD1, MLS1, LYS9, ADH1, ALD4, TKL1, GPH1* |
|  | sce01200 | Carbon metabolism | 17 | 3.35e-08 | *CDC19, ACS1, PGK1, CTA1, ICL1, AGX1, POX1, ENO1, TDH1, MDH1, GPM1, FOX2, MET17, ACO1, DAK1, MLS1, TKL1* |
|  | sce00010 | Glycolysis / Gluconeogenesis | 10 | 1.28e-05 | *CDC19, ACS1, PGK1, ENO1, TDH1, GPM1, PDC5, ADH3, ADH1, ALD4* |
|  | sce00630 | Glyoxylate and dicarboxylate metabolism | 7 | 0.00013 | *ACS1, CTA1, ICL1, AGX1, MDH1, ACO1, MLS1* |
|  | sce01230 | Biosynthesis of amino acids | 11 | 0.0014 | *CDC19, PGK1, ENO1, TDH1, ACO2, BAT2, GPM1, MET17, ACO1, LYS9, TKL1* |
|  | sce00071 | Fatty acid degradation | 5 | 0.0019 | *FAA2, POX1, ADH3, ADH1, ALD4* |
|  | sce00410 | beta-Alanine metabolism | 4 | 0.0040 | *POX1, FOX2, GAD1, ALD4* |
|  | sce00680 | Methane metabolism | 5 | 0.0040 | *ACS1, AGX1, ENO1, GPM1, DAK1* |
|  | sce04146 | Peroxisome | 6 | 0.0040 | *CTA1, FAA2, AGX1, POX1, SOD2, CAT2* |
|  | sce00780 | Biotin metabolism | 3 | 0.0062 | *BIO2, BIO4, BIO3* |
|  | sce00730 | Thiamine metabolism | 4 | 0.0096 | *PHO5, THI13, THI4, THI6* |
|  | sce01212 | Fatty acid metabolism | 4 | 0.0165 | *ETR1, IFA38, FAA2, POX1* |
|  | sce00620 | Pyruvate metabolism | 5 | 0.0228 | *CDC19, ACS1, MDH1, MLS1, ALD4* |
|  | sce00640 | Propanoate metabolism | 3 | 0.0328 | *ACS1, POX1, FOX2* |

# Supplementary material for: Unravelling the transcriptomic dynamics of Hyphopichia pseudoburtonii in co-culture with Botrytis cinerea
**Source:** PLoS One. 2025 Jan 14;20(1):e0316713. doi: 10.1371/journal.pone.0316713
**Supplement:** S4 Table — T-Test (p-value) and fold change (FC) were calculated in SCAFFOLD software.

**S4 Table. Protein and clusters identified in *H. pseudoburtonii* monoculture and *H. pseudoburtonii* + *B. cinerea* co-cultures. T-Test (p-value) and fold change (FC) were calculated in SCAFFOLD software.**

The proteins marked with an asterisk (*) are those uniquely found in the co-culture (Hp+B), and those marked with a double asterisk (**) are those with a fold change ≥1.2, indicating they are differentially abundant proteins (DAPs). These DAPs show significant changes in abundance in response to the presence of *B. cinerea*.

How the deposited data were processed for this re-analysis (not part of the article)

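RNA of *H. pseudoburtonii* grown alone or with *B. cinerea* was measured at 24, 48 and 120 h, with 3 libraries per culture and time point. The deposited values are whole-number counts of reads per gene, which the authors made by trimming (Trim Galore 0.6.5, cutadapt 1.7.1), checking quality with FastQC 0.11.9, mapping to the joined genomes of *H. burtonii* and *B. cinerea* with STAR 2.6.1 and keeping uniquely mapped reads of sufficient quality. The versions are those of the submitters' processing notes. The paper names both the mapping software and featureCounts in connection with counting. The counts are not normalized. The tables hold 17864 genes, 6166 of *Hyphopichia* and 11698 of *B. cinerea*, and 0 rows that name no gene. All count columns were used.

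Each column was assigned to a culture by its name and to a time point by its table. The column numbers are not tied to the replicate letters of the sample labels, so the replicates were numbered as in the columns. The paper calls them biological replicates. Whether columns with the same number belong together was checked by the correlation of their deviations from the group means. At 24 h the correlations were 0.577, 0.499 and 0.287, all above 0.1, so the numbers may pair the libraries there, though no source states a pairing. The main fit at 24 h, with its standard errors and p-values, did not use this pairing. Only the alternative with a replicate block did, and it gave 532 higher and 144 lower genes at 24 h. At 48 h they were -0.342, -0.335 and -0.0586 and at 120 h 0.0316, 0.144 and 0.145, and the numbers were not taken to pair these libraries.

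Co-culture was compared with monoculture at each time point with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, filterByExpr) over the *Hyphopichia* genes of 6 libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Differences of the co-culture effect between time points were tested as interactions in 1 fit of all 18 libraries. Overlaps of called genes were set beside the number that independent lists would share. The percent of counts on *B. cinerea* genes was compared by exact permutation tests, whose smallest p for 3 libraries against 3 is 0.1. Principal components were taken from log2(CPM + 1), centred and not scaled. *B. cinerea* genes were taken as above the monoculture level where each co-culture of a time point had at least 10 counts and the mean CPM was at least 5 times that in monoculture; this is a threshold on levels, not a test. Plots were drawn with matplotlib 3.10.9.

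Before the data were examined, the designs above and these alternatives were set: DESeq2 1.42.0, genes called by both tools, the exact test of edgeR, other normalizations, other low-count filters, all rows of both species in the fit (library sizes, TMM factors, spread and adjustment together), no fold threshold, counts thinned to the smallest library, a replicate block, 1 spread over all 18 libraries, and each library left out in turn. Others were chosen after the data had been seen: DESeq2 with all rows of both species, edgeR with the library sizes and TMM factors alone taken from all rows, overlaps with all rows of both species, and the settings for changes of *B. cinerea* genes over time. The fits were tested on simulated counts with 200 changed genes of known fold change. At a simulated log2 fold change of 2, edgeR found 95% of the changed genes at 24 h (5845 genes tested), 98% at 48 h (5853) and 99% at 120 h (5874). The simulated counts were drawn independently for each gene.

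Genes were to be named by the largest called changes with separated groups and an annotated product. As the tables do not pair IDs with names and no annotation was used here, at most 2 IDs that rose and 2 that fell are given per time point. The fold changes in the paper's tables had been seen when this rule was written. For the same reason the planned tests of gene lists and of gene length and GC content were not run, and the genes that the paper names were not matched to IDs. Counts per library were 11739932 to 31543368, and 5782 to 5898 *Hyphopichia* genes had at least 10 counts in a library. Reads are not independent molecules, so the 95% Wilson intervals of shares cover counting error only. Genes with near-identical copies can lose reads through the authors' filter on uniquely mapped reads.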

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

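The tests of other splits of the libraries for calls within a time point, of the axis of replicate differences and of the monoculture time course were chosen only after the result was seen, as were the tests of *B. cinerea* genes over time. The co-culture effect on *Hyphopichia* genes differed between time points by edgeR's interaction test (adjusted p under 0.05) for 1925 genes between 24 and 48 h, 1199 genes between 24 and 120 h and 91 genes between 48 and 120 h. Among 100 sets of culture labels reassigned within time points, the real labels included, 1 set gave as many genes in each case, the real one, and the highest other counts were 1799, 1170 and 57. The counts followed the groups of 1 time point. Sets that kept the real groups at 24 h gave 33 to 1799 and 620 to 1170 genes for the first 2 pairs, against at most 5 and 72 in the 89 sets with other groups at 24 h. For 48 and 120 h, sets that kept the real groups at 120 h gave 14 to 57 genes, against at most 1 in the other 90. A single time point has 10 splits, too few for a share under 0.05.

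The fold changes at 24 and 48 h ran in opposite directions across genes (Pearson's r = -0.48, Spearman's rho = -0.50 over 5942 genes, which are not independent replicates; the 2 time points share no library). Unequal depth is argued against, since r was -0.49 with all libraries thinned to the smallest total, below the bound of -0.3 set for that test. Without each library in turn r stayed between -0.51 and -0.28, below the laxer bound of -0.1 set for leaving out 1 library. The value of -0.28 was that without co-culture replicate 3 of 48 h. The direction thus did not rest on 1 library, but part of the strength of the correlation did. An axis along which replicates also vary stays open: the first axis of replicate differences among the 48 h co-cultures correlated with the 24 h fold changes at 0.451 in size, against 0.0446 to 0.203 for the other groups. A biological hypothesis is that the co-cultures were ahead of the monoculture time course at 24 h and behind it at 48 h. The covariance with the monoculture change from 24 to 48 h was 0.451 for the 24 h effect. This lay above the highest of 100 simulated sets with shared controls and no effect (0.0457). For the 48 h effect it was -0.185, below the lowest (-0.0479). Variation that replicates share across genes would widen these simulated ranges, and the sets may lack it. The correlations were 0.730 against a simulated mean of 0.490, and -0.542 against -0.510. The simulated mean covariances were only 0.0401 and -0.0420, so the simulated changes spread far less across genes than the real ones. The simulated correlations therefore do not show what shared controls alone would give in the real data. The controls could not be split with at least 2 libraries on each side, so part of the real values may come from them. Neither open explanation was excluded.

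Signal was also present in *B. cinerea* genes, for which the paper reports shares of reads only. In co-culture, 3926 fungal genes lay above the monoculture level at 24 h, 1391 at 48 h and 6155 at 120 h, of 11698 genes, and 1328 did so at all 3 time points. This rule needs at least 10 counts in each library, so the numbers also depend on fungal depth. Fungal counts per co-culture library were 315567 to 492805 at 24 h, 126336 to 150908 at 48 h and 765116 to 1231623 at 120 h. Genes entered the tests below by their mean over all co-cultures, so 1 time point could suffice. Of 6054 fungal genes tested between co-cultures of different time points with edgeR's quasi-likelihood test, normalized over the fungal genes and at the same thresholds as the *Hyphopichia* genes, 977 changed between 24 and 48 h (513 higher and 464 lower at 48 h), 504 between 24 and 120 h (296 higher and 208 lower at 120 h) and 1153 between 48 and 120 h (554 higher and 599 lower at 120 h). The other 9 of the 10 splits of each set of 6 libraries gave at most 0 genes; 1 of 10 splits, the real one, reached each count, and 10 splits are too few for a share under 0.05. The count between 24 and 48 h was 550 without 24 h co-culture replicate 1 and 550 without replicate 2. The count between 24 and 120 h was 305 and 314 without the same libraries and 323 without 120 h co-culture replicate 1, and that between 48 and 120 h was 564 without 120 h co-culture replicate 1 and 642 without replicate 2. In simulated data for 24 and 120 h, 75% of fungal genes with a log2 fold change of 2 were found. No simulation was run for the pairs with 48 h, where fungal counts were fewest.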

How the results depend on the processing

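The alternatives named as added were chosen after the data had been seen, as were the tests of other splits within a time point; apart from the scaling, which was also run alone, the cause was not tested for any of the changes given here. At 24 h, all rows of both species in the fit, which changes scaling, spread and adjustment together, gave 225 higher and 700 lower genes in place of 501 and 147, the added fit with the scaling alone from all rows gave 215 and 675, the added DESeq2 fit with all rows gave 303 lower, and no fold threshold gave 767 and 506. At 48 h, where the count was 0 in both directions, DESeq2 gave 4 higher and 7 lower, the exact test 3 and 3, all rows of both species 8 and 18, the scaling alone from all rows 0 and 0, the added DESeq2 fit with all rows 12 and 19, and 1 spread over all 18 libraries 1 higher. At 120 h, higher genes numbered 5 with DESeq2, 13 with the exact test, 12 with all rows, 1 with the scaling alone, 10 with the added DESeq2 fit, 8 with 1 spread over all libraries and 19 without a fold threshold, in place of 3, and lower genes 227 with all rows, 184 with the scaling alone, 193 with the added DESeq2 fit and 179 without a fold threshold, in place of 109. Other settings stayed within 1.5 times. Leaving out each library in turn gave 248 to 667 higher and 47 to 209 lower genes at 24 h, with 248 and 47 without co-culture replicate 1 and 58 lower without co-culture replicate 2. At 48 h it gave 0 to 37 higher and 0 to 140 lower, with calls only without co-culture replicate 1. At 120 h it gave 1 to 14 higher (1 without monoculture replicate 3 or co-culture replicate 1, 14 without co-culture replicate 2) and 20 to 120 lower (20 without co-culture replicate 1, 39 without monoculture replicate 3, 55 without co-culture replicate 3). The overlap of 48 and 120 h was 2 with DESeq2, and with all rows (added) the overlaps were 5 for 24 and 48 h, 36 for 24 and 120 h and 12 for 48 and 120 h. PC1 and PC2 held 56.8 and 19.0% of the variance with *Hyphopichia* genes alone and 48.2 and 12.2% with scaled genes. Changes of *B. cinerea* genes without a co-culture library (added) numbered 550 to 990 between 24 and 48 h, 305 to 448 between 24 and 120 h and 564 to 1348 between 48 and 120 h. Counts of interaction genes stayed within 1.5 times under the 2 alternatives run for them, no low-count filter and a replicate block. All rows of both species and leaving out a library were not run for the interaction. Shares of *B. cinerea* counts stayed within 1.5 times or 1 SD under each alternative run, and no named gene changed direction.

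With the replicate block, which pairs libraries by column number, 532 genes were higher and 144 lower at 24 h, 0 and 0 at 48 h and 3 and 96 at 120 h. The block moved no count by more than 1.5 times. At 48 h no library correlated best with its own number, and at 120 h 1 of 3 did. Among all 10 splits of the 6 libraries of a time point, 1 of 10 reached the real count at 24 h (648 genes called, highest other 0) and 1 of 10 at 120 h (112, highest other 0). At 48 h 10 of 10 reached it, since the real count was 0 and the highest other 0. The splits ignore column numbers, so they break any pairing of the 24 h libraries by number. In any case 10 splits are too few for a share under 0.05. Length and GC offsets, tests of gene lists and the relation to gene length were not run, as no annotation was used here. In simulated counts, 86 to 99% of changes of 1.5 on the log2 scale were found, so depth alone did not limit such calls for most genes there. Counts were drawn independently for each gene, without variation that replicates share across genes. These percentages therefore do not show that the 0 calls at 48 h mean an absence of such changes.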

Differences from the paper's values

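The comparisons with the direction exchanged were chosen after the result was seen. Thresholds are the paper's (adjusted p under 0.05, log2 fold change of at least 1). The paper reports 354 lower genes at 24 h and 147 were found here, while its 350 higher genes and the 501 found here lie within 1.5 times of each other. With the direction exchanged, that is monoculture over co-culture, 147 stand beside the paper's 350 and 501 beside its 354. Of 18 alternatives set before the data were examined, only that without a fold threshold (506) brings the genes lower in co-culture within 1.5 times of the paper's 354, and the other 17 do not. With the direction exchanged, only the same alternative brings the 147 within 1.5 times of the paper's 350, while the 501 lie within 1.5 times of its 354, as do the values under 13 of the 18 alternatives. The DESeq2 fit with all rows of both species, chosen after seeing the values, gave 385 higher and 303 lower genes, both within 1.5 times of the paper's; how many of the paper's called genes it drops cannot be counted, as the tables do not pair IDs with names.

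At 48 h the paper reports 44 higher and 10 lower genes, and 0 and 0 were found here by edgeR's quasi-likelihood test (23 and 24 at an unadjusted p under 0.05). Leaving out co-culture replicate 1 brings the higher genes to 37, within 1.5 times of the paper's, but the lower genes to 140, and DESeq2 brings the lower genes to 7, but the higher genes to only 4; the other 17 of 18 alternatives set before the data were examined do not in each case.

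At 120 h the paper reports 211 higher and 13 lower genes. Here 3 were higher and 109 lower in co-culture, and with the direction exchanged, as monoculture over co-culture, 109 were higher and 3 lower, which still differs. As coded, none of the 18 alternatives set beforehand comes within 1.5 times of either of the paper's counts. With the direction exchanged, all rows of both species (227 and 12), the exact test (158 and 13) and no fold threshold (179 and 19) come within 1.5 times of both, DESeq2 of the higher genes alone (156) and the fit without co-culture replicate 2 of the lower genes alone (14), and the other 13 of neither. The DESeq2 fit with all rows, chosen after seeing the values, also comes within 1.5 times of both on that scale (193 and 10), and the edgeR fit with the scaling alone from all rows, also chosen after seeing the values, of the higher genes alone (184, with 1 lower); the paper's genes that they drop cannot be counted. The paper's largest log2 fold change listed at 120 h is 5.15 and its lowest -1.65, while here they were 1.48 (standard error 0.12) and -7.32 (standard error 0.89). The paper's list of higher genes holds named genes only, its list of lower genes also hypothetical proteins. The values here are of all called genes, so the largest values may come from unlike sets of genes. With the direction exchanged, these become 7.32 and -1.48. None of the 17 alternatives set beforehand that give a value brings the largest value to the paper's in either direction. The lowest value comes within the standard error, with the direction exchanged only, under 4 of 17: all rows of both species, 1 spread over all 18 libraries, and without monoculture replicate 1 or 2.

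The paper's overlaps are 29 genes for 24 and 48 h, 11 for 48 and 120 h and 22 for 24 and 120 h, and 0, 0 and 10 were found here. The DESeq2 calls set beforehand as the alternative (0, 2 and 10) do not come within 1.5 times of any of these. With all rows of both species, chosen after seeing the values, 12 genes were shared by 48 and 120 h, within 1.5 times of the paper's, while 5 and 36 for the other pairs were not; the paper's genes that it drops cannot be counted. The paper gives 7% of the variance for PC2, and 13.9% was found here; none of the 3 alternatives set beforehand (12.2 to 19.0%) comes within 1.5 times.

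The paper's mean share of reads on *B. cinerea* in the 48 h co-cultures is 1.43% (SD 0.358 over the values of its S1 Table), and 0.529% of gene counts was found here; none of the 4 alternatives set beforehand, which lie between 0.430 and 0.589%, comes within 1.5 times. As a share of the reads mapped to either species, the paper's 48 h value is 1.83%, which is further away. The paper's sums of paired raw reads are 50530071 for the 48 h co-cultures, 41328398 for the 120 h monocultures and 40296843 for the 120 h co-cultures, whereas the deposited gene counts add up to 80261164, 64629848 and 64718764. Gene counts above the raw reads cannot hold if both number the same reads, each counted once. No alternative set beforehand applies to these sums. The paper's methods name an Ion Torrent sequencer, whereas its S1 Table speaks of paired reads. As the sources used here do not make clear whether single reads or pairs were numbered in either, the sums are not known to be on one scale. In the paper's S1 Table, 1 monoculture of 24 h has 51.14% of reads mapped to both genomes together and 55.53% mapped to *H. pseudoburtonii* alone, which cannot both hold.

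The paper describes a gradual rise of the share of *B. cinerea* reads over time, and here the co-culture means were 1.88, 0.529 and 4.83% at 24, 48 and 120 h. It describes mostly lower subsystems at 24 h and generally higher ones at 120 h, from called genes grouped by function. Subsystems could not be examined with IDs alone, so the counts of all called genes that follow are an unlike measure and do not test that description. Here, 501 of the called genes were higher and 147 lower at 24 h, with 225 and 700 when all rows of both species entered the fit, and 3 were higher and 109 lower at 120 h. It states that replicates clustered together, and for 15 of 18 libraries the nearest library over *Hyphopichia* genes was of the same group. The separation of cultures on PC1 and of time points on PC2 that it describes was also found with all genes of both species. *B. cinerea* genes carried 93.6% of the squared loadings of that PC1. With the *Hyphopichia* genes alone, culture accounted for 1.77% of the variance of PC1 and 1.66% of that of PC2.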

Other observations

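The tests of direction were chosen only after the result was seen, as were the tests of *B. cinerea* genes over time and the threshold on genes changed at both 24 and 48 h. Between the co-cultures of 24 and 120 h, the fungal gene BCIN_11g05460 went from 1 to 14 counts per library to 4140 to 5266 (log2 fold change 7.73, standard error 0.59, adjusted p = 9.53e-11 from edgeR's quasi-likelihood test). At 48 h it had 1 to 15 counts. BCIN_12g02040 went from 3 to 6 counts to 748 to 2517 (log2 fold change 7.27, standard error 0.56). BCIN_05g01510 fell by 4.79 on the log2 scale (standard error 0.55) and BCIN_14g04260 fell by 4.32 (standard error 0.48). These 4 genes were chosen after their values were seen, and the tables do not pair their IDs with names.

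In *Hyphopichia*, gene-HYPBUDRAFT_152579 had log2 fold changes of 0.54 (standard error 0.39) at 24 h, 2.04 (standard error 0.25) at 48 h and 1.48 (standard error 0.12) at 120 h, and in the quasi-likelihood fits of 6 libraries the last alone passed the adjusted threshold, while at 48 h it was called by DESeq2 and by edgeR when all 18 libraries shared one spread. gene-HYPBUDRAFT_151380 and gene-HYPBUDRAFT_163893, which fell most at 120 h, had log2 fold changes of -0.39 (standard error 0.27) and -0.05 (standard error 0.24) at 48 h. In monoculture the latter went from 5.45 ± 1.13 CPM at 24 h to 12.5 ± 1.47 at 48 h and 601 ± 384 at 120 h (SD, n = 3 each), and in co-culture from 5.03 ± 0.927 to 12.1 ± 3.02 and 12.6 ± 3.46; these levels were scaled within each time point. At an unadjusted p under 0.01 at both 24 and 48 h there were 19 genes, of which 15 were lower in co-culture at 24 h and higher at 48 h, 4 were the other way round and 0 went the same way. Fold changes at 120 h were nearly unrelated across genes to those at 24 h (r = 0.089) and 48 h (r = -0.084).

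At 120 h the calls were mostly lower in co-culture, whereas the paper reports mostly higher genes. An exchange of the columns is argued against, as the co-culture library with the lowest share of *B. cinerea* counts had 3.45% and the monoculture with the highest had 0.0607%. Scaling by the *Hyphopichia* genes alone as the cause is also argued against: 95.0% of the calls were lower with all rows of both species in the fit and 99.5% with the scaling alone from these rows. The scaling from all rows moved the median log2 fold change of all *Hyphopichia* genes down, from 0.01 to -0.16, where this explanation needs a move up. That direction could be foreseen, since *B. cinerea* counts are present almost solely in the co-cultures. RLE (98.3% lower) and upper quartile factors (97.2%) were computed over the *Hyphopichia* genes alone, so they do not test the choice of rows. Whether the paper's contrast at 120 h was taken as monoculture over co-culture, against what it states, stays open. The ratio of the median gaps between the paper's ranked fold changes and the lists of opposite and of the same direction was 0.200 (0.178 with all rows of both species), but it restates how unequal the calls are, since the 15 higher genes it ranked had to be filled beyond the 3 called higher, and it compares sizes and not genes.

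The same comparison at 24 h gave a ratio of 0.439, and 1.51 with all rows of both species, so the 2 directions cannot be told apart there, because the answer turns with the scaling. The first form of this test used the *Hyphopichia* scaling alone, and at 120 h the upward list alone, and favoured the opposite direction at 24 h; the requirement that both scalings give the same answer was added after that value had been seen, and it left the answer at 120 h as it was. The requirement that at least as many genes be called in each direction as the paper lists was added later still, and under it the ratio at 120 h, which had favoured the opposite direction, decides nothing. At 48 h the comparison was possible with all rows of both species only, as the quasi-likelihood test of 6 libraries called no gene with the *Hyphopichia* scaling, and it was not used.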
